# Focused Examination of the Intestinal lamina Propria Yields Greater Molecular Insight into Mechanisms Underlying SIV Induced Immune Dysfunction

**DOI:** 10.1371/journal.pone.0034561

**Published:** 2012-04-12

**Authors:** Mahesh Mohan, Deepak Kaushal, Pyone P. Aye, Xavier Alvarez, Ronald S. Veazey, Andrew A. Lackner

## Abstract

**Background:**

The Gastrointestinal (GI) tract is critical to AIDS pathogenesis as it is the primary site for viral transmission and a major site of viral replication and CD4^+^ T cell destruction. Consequently GI disease, a major complication of HIV/SIV infection can facilitate translocation of lumenal bacterial products causing localized/systemic immune activation leading to AIDS progression.

**Methodology/Principal Findings:**

To better understand the molecular mechanisms underlying GI disease we analyzed global gene expression profiles sequentially in the intestine of the same animals prior to and at 21 and 90d post SIV infection (PI). More importantly we maximized information gathering by examining distinct mucosal components (intraepithelial lymphocytes, lamina propria leukocytes [LPL], epithelium and fibrovascular stroma) separately. The use of sequential intestinal resections combined with focused examination of distinct mucosal compartments represents novel approaches not previously attempted. Here we report data pertaining to the LPL. A significant increase (±1.7-fold) in immune defense/inflammation, cell adhesion/migration, cell signaling, transcription and cell division/differentiation genes were observed at 21 and 90d PI. Genes associated with the JAK-STAT pathway (IL21, IL12R, STAT5A, IL10, SOCS1) and T-cell activation (NFATc1, CDK6, Gelsolin, Moesin) were notably upregulated at 21d PI. Markedly downregulated genes at 21d PI included IL17D/IL27 and IL28B/IFNγ3 (anti-HIV/viral), activation induced cytidine deaminase (B-cell function) and approximately 57 genes regulating oxidative phosphorylation, a critical metabolic shift associated with T-cell activation. The 90d transcriptome revealed further augmentation of inflammation (CXCL11, chitinase-1, JNK3), immune activation (CD38, semaphorin7A, CD109), B-cell dysfunction (CD70), intestinal microbial translocation (Lipopolysaccharide binding protein) and mitochondrial antiviral signaling (NLRX1) genes. Reduced expression of CD28, CD4, CD86, CD93, NFATc1 (T-cells), TLR8, IL8, CCL18, DECTIN1 (macrophages), HLA-DOA and GPR183 (B-cells) at 90d PI suggests further deterioration of overall immune function.

**Conclusions/Significance:**

The reported transcriptional signatures provide significant new details on the molecular pathology of HIV/SIV induced GI disease and provide new opportunity for future investigation.

## Introduction

Human immunodeficiency virus (HIV) and simian immunodeficiency virus (SIV) infections are characterized by continuous CD4^+^ T cell destruction, chronic immune activation and increased susceptibility to opportunistic infections that are easily controlled by healthy individuals [1]. The gastrointestinal immune system, in particular, is an important target of HIV/SIV as it is not only the largest immunologic organ but also a major site for viral replication and CD4^+^ T cell destruction (as early as 21 days post infection) [2]–[6]. The loss of CD4^+^ T cells from the GI immune system is often associated with significant pathological alterations in GI structure and function [7]–[9]. The GI pathology, characterized by chronic persistent inflammation and a variety of histopathological abnormalities [7]–[8], is believed to set the stage for pathological events that lead to AIDS progression [10]. More specifically, breakdown of the intestinal epithelial cell barrier, a common occurrence in intestinal disease, was shown to facilitate translocation of intestinal lumenal bacteria and their products into the systemic circulation leading to chronic activation of the immune system and progression to AIDS [10]. While the exact chronological events that lead to intestinal epithelial barrier disruption remain to be determined, it is reasonable to assume that inflammatory cell infiltration in the lamina propria [7] and subsequent proinflammatory cytokine production [11] in response to viral replication can indirectly affect epithelial cell function including alterations in epithelial cell permeability.

Based on our earlier studies, the occurrence of GI disease in SIV-infected rhesus macaques is associated with constitutive activation of the JAK-STAT pathway (Janus Kinase-Signal Transducer and Activator of Transcription). More specifically, GI disease in SIV-infected rhesus macaques was accompanied by increases in IL-6 mRNA, constitutive activation of p-STAT3 and increases in SOCS-3 mRNA [12]. Expression of p-STAT3 was localized to CD68 expressing macrophages and scattered CD3^+^ lymphocytes in the GI tract of SIV-infected rhesus macaques with chronic diarrhea [12]. In a follow up study, we also found significant increases in the expression of C/EBPβ, a proinflammatory transcription factor, in the GI tract of SIV-infected macaques [13]. In addition to being proinflammatory, C/EBPβ has been shown to enhance viral replication. More strikingly, we observed GI inflammation and disease in 70% (7/10) of macaques that did not have any opportunistic infections suggesting that the effects could be attributable to SIV. Further the data also indicated an association between persistent GI inflammation and increased mucosal viral loads which was reflected by increased binding of C/EBPβ and p65 to the SIV LTR (long terminal repeat) in lamina propria leukocytes (LPLs) isolated from the colon [13]. In addition to our studies, molecular pathological changes in GI function in response to HIV/SIV during acute and chronic infection have been also been described by others in detail [14]–[18].

While dissecting individual pro-inflammatory signal transduction mechanisms can provide detailed insight into the molecular pathology, the very nature of these studies can make the entire process less efficient and time consuming. An alternative and a more efficient approach is to obtain expression profiles either at the mRNA or protein level on a genome wide scale and then focus subsequent research efforts on key molecules/signaling pathways of interest. In more recent years, the application of functional genomics approaches to GI tract biopsies from HIV-infected individuals and SIV-infected rhesus macaques has revealed significant reduction in the expression of genes regulating cell cycle, lipid metabolism, epithelial cell barrier and digestive functions [14]–[15]. Although these studies contributed significant molecular insights into AIDS pathogenesis we strongly believe that the quantity and quality of information obtainable from any high throughput approach can be profoundly increased and further expanded if complexity of tissue samples can be addressed. The intestinal wall can be divided into several functional and anatomic components with the key events in AIDS pathogenesis occurring in the mucosa. The mucosa can be further subdivided into 1) intestinal epithelial cells, 2) intraepithelial leukocytes (IELs), 3) lamina propria leukocytes (LPLs) and 4) fibrovascular stroma. Both SIV and HIV infection are known to cause massive loss of intestinal CD4^+^ T cells that reside primarily in the lamina propria [2]–[6]. This marked population shift causes marked changes in gene expression, which would obscure changes in other components of the intestine. In order to make the starting material less complex and maximize specificity and sensitivity of information gathering we have separated the different cellular/structural components of the intestine (epithelium, IELs, LPLs, fibrovascular stroma., etc) and analyzed gene expression in each component separately. From the pathogenesis perspective, this novel approach creates a unique opportunity to investigate and better understand the intricate relationship between viral replication, the host immune system and damage to the structural and functional components of the intestine. To accomplish this we obtained serial intestinal resections prior to infection and at 21 and 90d PI from the same set of animals. This allowed each animal to be its own control further enhancing the quality of the data. The time points chosen were selected as they represent the nadir of CD4^+^ T cell depletion (peak viremia is at 14 d PI but peak mucosal CD4^+^ T cell loss is a week later) and establishment of viral set point. Using this novel combinatorial approach we have identified unique transcriptional signatures related to key pathogenic events such as immune activation, inflammation, epithelial barrier disruption (intestinal microbial translocation), immune cell dysfunction and mitochondrial anti-viral signaling in intestinal LPLs at 21 (acute) and 90 (chronic) d PI.

## Results

### Viral load and depletion of mucosal CD4+ T cells

Infection of rhesus macaques with SIV results in high acute plasma viral loads and rapid depletion of mucosal CD4^+^ T cells [2]–[6]. Consistent with these prior observations the animals used in this study had high viral loads (Fig. 1A) and a rapid and profound depletion of intestinal CD4^+^ T cells with a nadir at 21d after infection (Fig. 1B). Figure 1C further shows that the loss of CD4^+^ T cells was primarily due to depletion of the “memory” population that is CD45RA negative and CCR5 positive. The loss of mucosal CD4^+^ T cells was accompanied by a concomitant increase in CD8^+^ T cells (Fig. 1D) at 21 and 90d PI. Figure S1 shows total B cell percentages prior to and at 21 and 90d after infection. The average CD20^+^ B cell percentages (dotted line) at 21 and 90d after infection were not statistically different from the pre-infection time point.

**Figure 1:**
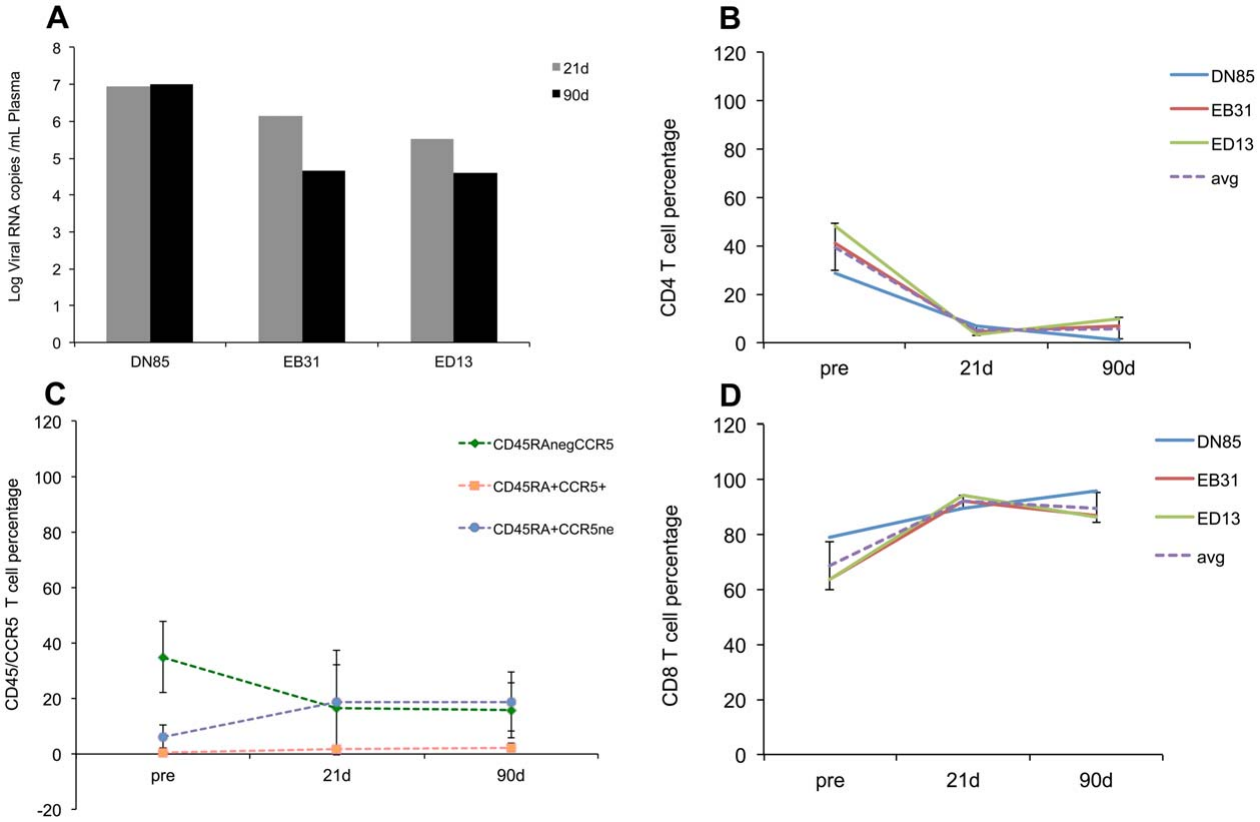
SIV infection results in elevated plasma viremia and rapid depletion of mucosal CD4+ T cells. Plasma viral loads (A) and changes in mucosal CD4+ T cells (B) “memory” CD4^+^ T cells (CD45RAneg, CCR5+) (C), and mucosal CD8^+^ T cells (D) in three Indian origin rhesus macaques at 21 and 90 days after intravenous infection with SIVmac251. Changes in CD45RA+/CCR5− populations at the 21 and 90d timepoints were not statistically significant (p>0.05).

### Gene expression profiles during acute SIV infection in the LPLs are indicative of early signaling events associated with immune cell differentiation, activation, expansion, migration and inflammation

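Lamina propria leukocytes (LPLs), the immune cells freed from the connective tissue beneath the gut epithelium, came from the jejunum of 3 rhesus macaques, DN85, EB31 and ED13. Their RNA, sampled before infection and at 21 and 90 d after SIVmac251, was hybridized to 9 Affymetrix rhesus macaque arrays, 1 per animal and time, which leaves 3 values per time. The paper places the first samples 6 weeks before infection, and their labels give day 0. The authors' deposited values are log2 signals of 52865 probe sets, of which 158 are controls and 52707 were tested. A single gene symbol is carried by 24969 of them and 27535 carry none, so that 14132 genes have a probe set of their own. The paper's methods name MAS5 as the software of the scan and state normalization by RMA. The submitters' processing notes also name MAS5, and no release beyond that name is given in the sources used here. All 9 arrays share a single median, so they had been brought to it before the values were deposited. The base of the logarithm was settled from Tables S1 and S2, whose printed folds were returned within 1% for all 3824 listed probe sets found among the values (2 were not found) when the values were taken as powers of 2. Actin and GAPDH, housekeeping transcripts probed at the 3' and the 5' end, record RNA integrity, because broken RNA loses its 5' signal first. The 3' signal exceeded the 5' signal by 6.08 (actin) and 5.79 (GAPDH) in EB31 before infection and by 6.23 and 6.73 in ED13 before infection, against 0.42 to 2.44 in the other 7 arrays. The 90 d array of ED13 had a median correlation of 0.54 with the others, its 21 d array 0.76, and the remaining 7 arrays 0.80 to 0.89. Signal of bioB, a bacterial control transcript added at hybridization, was 11.5 in the array of DN85 labelled 21 d and in that of EB31 labelled 90 d, and 8.70 to 10.4 in the others. The labels and Tables S1 and S2 place the arrays of DN85 at different times. Among 4956 ways of setting groups of 2 or 3 arrays against each other, a single scheme returned the printed p-values within 1% for 3823 of these 3824 probe sets and for at least 99.87% in each of the 6 lists, whereas grouping by the labels returned 2 of them. In that scheme the array of DN85 labelled 21 d stands before infection, the array labelled 90 d stands at 21 d, and the array labelled before infection stands at 90 d. EB31 and ED13 keep their labels, except that the 90 d array of EB31 belongs to no group, for which the paper gives no reason. The values do not show whether the labels or the tables give the true times of DN85. Changes are therefore given first in the grouping of the tables (3 arrays before infection, 3 at 21 d and 2 at 90 d), then over all 9 arrays by their labels, from limma with the animal as a block. A fold given here is a difference of mean log2 signals, unlike the folds returned from powers of 2. It can therefore depart from the paper's for the same probe set, as for C1S (6.14 against 5.2) and GSN (4.99 against 5.7).

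**Figure D1:**
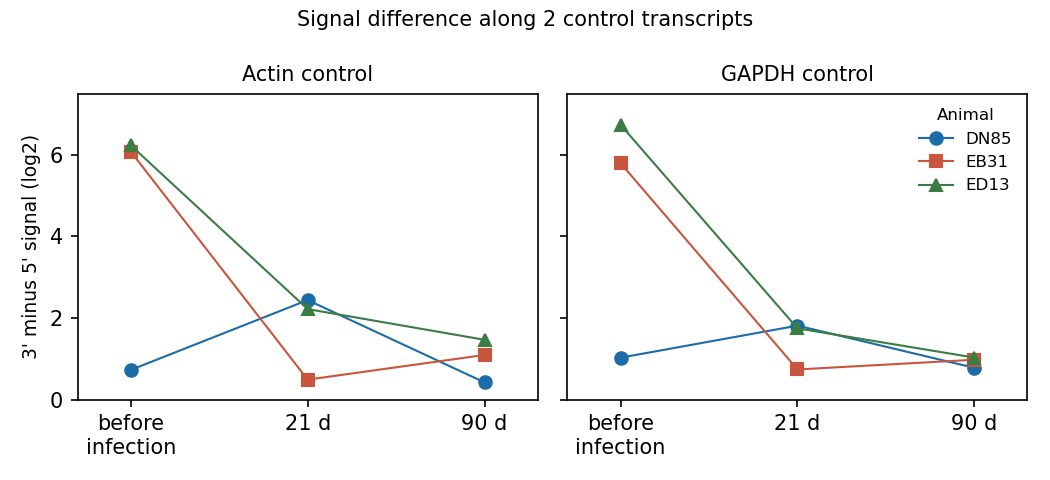
Difference between the 3' and the 5' signal (log2) of the actin and GAPDH control transcripts in each of the 9 arrays, plotted at the time of the sample label. Each symbol is 1 array, and lines join the 3 arrays of an animal (DN85 circles, EB31 squares, ED13 triangles).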

Comparisons in gene expression in the LPLs [enriched for T and B lymphocytes (70–80%) but with substantial numbers of macrophages, NK, dendritic and plasma cells] obtained from the same animals prior to infection and at 21 and 90 days after infection were performed. Only those transcripts whose expression either increased or decreased by, at least, 1.7- fold (*P≤0.05*) in response to SIV infection were selected and considered differentially expressed.

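ALOX5, the lipoxygenase that begins leukotriene synthesis in leukocytes, was 4.04-fold higher at 21 d in the grouping of Tables S1 and S2, and GPR183, the oxysterol receptor that positions B cells and dendritic cells, was 5.07-fold lower at 90 d. By the labels their log2 changes were 1.10 (SE 0.73) and -0.60 (SE 0.83), and GPR183 stood at -2.14 in EB31, whose 90 d array the tables leave out. The mean of ALOX5 before infection in the grouping of the tables was 5.74, below the lowest signal of the EB31 array there (5.79). Benjamini-Hochberg adjustment over the 52707 probe sets left 0 changed by the methods' test in the grouping of the tables, with a smallest adjusted p of 0.989 at 21 d and 0.509 at 90 d. limma called 0 as well, with 776 probe sets at unadjusted p under 0.05 at 21 d and 4624 at 90 d. Over all 9 arrays limma called 0 at a smallest adjusted p of 0.839 at 21 d and 0.782 at 90 d, with 2554 and 3237 probe sets past the study criterion, where chance alone gives about 2635 at unadjusted p under 0.05. The methods' test, paired by animal, put 1260 and 626 probe sets past the criterion by the labels, and 0 after adjustment. Simulated arrays with no true change had a median of 2805.5 probe sets past the criterion at 21 d and of 2813 at 90 d (at most 2906 and 2901 in 10 sets). The count by the labels lay below these at 21 d and above them at 90 d. Other splits of the arrays before infection and at 90 d into 3 against 3, fitted alone, put 15 to 20841 past the criterion. For 21 d such splits put 360 to 12778 past it. Real arrays thus spread far more widely than the simulated ones, so the simulated range cannot decide whether either count departs from chance. In simulated arrays with known changes 0% of the 4-fold and 19.7% of the 16-fold ones were called after adjustment, and the criterion recovered 32.8% of the 2-fold ones, so that with 3 animals a count of 0 excludes few changes.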

Following analysis using DAVID [19]–[20] and GeneCards [21] we found 409 distinct transcripts to be upregulated in LPLs at 21d PI (Table 1). In contrast, the number of transcripts whose expression decreased at this time point was more than two fold greater (n = 858). 

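APOE, the lipid carrier secreted by macrophages, stood 3.35 higher on the log2 scale at 21 d by the labels (SE 0.70), with 1.71, 5.94 and 2.40 in DN85, EB31 and ED13, and CTSD, the lysosomal aspartic protease, stood 2.82 higher (0.60, 5.92 and 1.95). In the grouping of Tables S1 and S2 the same probe sets were 2.80 and 2.65 higher. FCGRT, the receptor that recycles IgG and albumin, was 1.72 higher in that grouping and 2.27 higher by the labels. KLHDC3, a substrate receptor of a ubiquitin ligase, was 1.78 and 2.31 higher, the TraB-domain gene TRABD 2.21 and 2.28, and the orphan receptor gene GPR139 1.47 and 2.31. LOC710096 and LOC692338, genes without a given function, were 3.23 and 2.26 higher, then 3.11 and 2.76, though the probe set of LOC692338 with the highest mean stood at -0.45 by the labels. These 10 probe sets, some for 1 gene, had the largest rises among those past the criterion, above the median signal and higher in all 3 animals. Under the study criterion 418 probe sets were higher in the grouping of the tables by the methods' test and 404 by limma, and 548 by the labels, of which 271 carry a gene symbol. None passed adjustment.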

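Across all 14132 genes the median change at 21 d was -0.14 on the log2 scale in the grouping of Tables S1 and S2 and -0.20 by the labels, so that a value near these marks no fall of its own. ADD3, the cytoskeletal gamma-adducin, stood at -1.69 in the grouping of the tables and at -2.62 by the labels (-1.63, -1.69 and -4.55 in DN85, EB31 and ED13). In that grouping 859 probe sets were lower under the criterion by the methods' test. limma, which shares variance between genes, found 372 lower there, fewer than it found higher. By the labels 2006 were lower, 78.5% of those past the criterion. Changes of a single sign in all 3 animals were seen for 5458 probe sets upward and 14482 downward, together 37.8% where signs drawn at random give 25%. That 25% takes rises and falls as equally likely, whereas the median of all probe sets was -0.26. The 5th percentile of signal was also lower at 21 d in each animal. It went from 5.39 to 4.33 in DN85, 5.92 to 5.79 in EB31 and 5.68 to 3.63 in ED13. The excess over 25% is therefore no measure of agreement between animals. After quantile normalization, which gives all arrays a common distribution, 46.5% of the probe sets past the criterion by the labels were lower, and the median of all genes was -0.02.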

At the 90 d PI, the number of transcripts with decreased expression (n = 1122) was nearly 3 times greater than the upregulated transcripts (n = 434). 

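The median of all genes at 90 d was -0.49 on the log2 scale in the grouping of Tables S1 and S2 and -0.32 over all 9 arrays. PEDS1, the desaturase that completes plasmalogen lipids, was 16.3-fold lower in the grouping of the tables, and by the labels stood at -0.26, -2.24 and -7.52 in DN85, EB31 and ED13. With ED13 and the DN85 array of the tables at 90 d, 436 probe sets were higher and 1115 lower under the criterion by the methods' test, and 1668 and 2956 by limma. Over all 9 arrays, with EB31 at 90 d included, 735 were higher and 2502 lower, or 77.3% lower. After quantile normalization 54.1% were lower by the labels. Changes shared in sign by all 3 animals made up 23.7% of probe sets by the labels. EB31 at 90 d, the array in no group of the tables, correlated 0.80 in median with the other 8.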

The fold difference and *p* values for a select number of differentially expressed (up and down) transcripts at 21 and 90 d PI are shown in tables 2 and 3. 

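In the grouping of Tables S1 and S2 at 21 d, CD6, a costimulatory receptor of T cells, was 2.93-fold higher and THEMIS2, a signaling adaptor of B cells and macrophages, 2.46-fold, while GZMK, a granzyme of cytotoxic T cells, was 2.01-fold lower, PDCD2 2.21-fold and PDCD5, a promoter of apoptosis, 1.77-fold. By the labels the log2 values were 0.84 for CD6, 1.21 for THEMIS2, -0.66 for GZMK, -0.29 for PDCD2 and -0.51 for PDCD5. IL17RE, the receptor for IL-17C on epithelium, stood at 0.11 and 0.91 in its probe set with the highest mean, as the sheet holds none with its symbol. At 90 d the kinase gene MAST2 was 4.53-fold higher in the grouping of the tables and NFATC4, taken for the paper's NFAT4, 3.1-fold. The IL-33 receptor IL1RL1 was 2.31-fold higher, the NLR family gene NLRP4 2.26-fold and the IgA receptor FCAR 1.91-fold. By the labels MAST2, NFATC4, IL1RL1, NLRP4 and FCAR stood at 0.77, 0.24, 0.41, 0.23 and 0.05. EB31, which the tables do not use at 90 d, had 0.51, -0.56, -0.15, -0.48 and -0.88. Another probe set of MAST2, with the highest mean, stood at -1.23 by the labels. BATF3, which directs the development of cross-presenting dendritic cells, and WDR36, a ribosome assembly factor, were 1.99-fold and 3.2-fold lower there, and stood at 0.48 and -0.32 by the labels. Of the 97 genes and comparisons of the paper with a probe set named in the annotation, 84 ran in the paper's direction in the grouping of the tables, 68 of them past the criterion, and 77 did so by the labels, 3 past the criterion and 9 in all 3 animals. limma called 0 of the 97 in either grouping. The genes of the tables were chosen on these samples, so their direction here is not independent evidence.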

The entire list of differentially expressed genes in acute (21d) and chronic (90d) infection with their affymetrix IDs, p values and fold difference can be found in Table S1 and Table S2.

**Table 1:** Differentially expressed genes in lamina propria leukocytes (LPLs) during acute (21d PI) and chronic (90d PI) SIV infection.

	Up regulated	Known	Unknown	Annotated genes*
21 D PI	409	363	46	363
90 D PI	434	355	79	351

* The numbers under the columns titled “Known” and “Annotated genes” differ as some of the annotated genes are represented by multiple probes.

**Table 2:** Select list of differentially expressed genes in LPL at 21 days post SIV infection.

Gene ID	Symbol	Fold Difference	P value
**Up vs Preinfection**			
Nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1	*NFATc1*	2.0	0.003
Signal Transducer and activator of Transcription 5A	*STAT5A*	2.8	0.008
E74-like factor 3 (ETS domain transcription factor)	*ELF3*	1.8	0.049
TAF5-like RNA polymerase II/P300/CBP-associated factor	*TAF5L/PCAF*	2.2	0.03
Aryl hydrocarbon receptor nuclear translocator	*AHRNT*	2.2	0.04
Estrogen receptor beta	*ESR2*	2.2	0.04
Myocardin	*MYOCD*	1.8	0.02
Nuclear receptor subfamily 6 group A	*NR6A1*	1.9	0.02
v-maf masculoaponeurotic fibrosarcoma oncogene	*MAF*	2.3	0.03
C-type lectin domain family 7, member A	*CLEC7A*	2.3	0.03
Toll-like receptor adaptor molecule	*TICAM2*	3.3	0.03
Complement component 1, s subcomponenet	*C1S*	5.2	0.04
Inhibitor of kappa light polypeptide gene enhancer in B cells epsilon	*IκBKE*	2.9	0.0008
Interleukin 10	*IL10*	2.4	0.02
Interleukin 12 receptor, beta 2	*IL12Rβ2*	2.8	0.03
Interleukin 21	*IL21*	1.9	0.04
Suppressor of cytokine signaling 1	*SOCS1*	1.9	0.02
Basement membrane-induced gene	*ICB1/C1orf38*	2.4	0.01
FYN binding protein	*FYB*	2.2	0.028
Arachidonate 5-lipoxygenase	*ALOX5*	4.0	0.002
CD6 antigen	*CD6*	3.2	0.02
Cyclin Dependant kinase 6	*CDK6*	2.4	0.04
Platelet derived growth factor beta polypeptide	*PDGFβ*	2.5	0.006
Oncostatin M precursor	*OSM*	2.8	0.01
Cardiotrophin-like factor 1	*CTLF-1*	3.8	0.01
Bone morphogenic protein 6	*BMP6*	2.6	0.02
Transforming growth factor beta 2	*TGFβ2*	2.0	0.03
Transforming growth factor beta 3	*TGFβ3*	2.4	0.02
Epidermal growth factor receptor	*EGFR*	1.8	0.02
Fibroblast growth factor 11	*FGF11*	3.0	0.04
Tumor necrosis factor receptor associated factor 4 isoform 1	*TRAF4*	2.5	0.02
v-akt murine thymoma viral oncogene homolog 2	*AKT2*	1.8	0.02
Catenin	*CTNND1*	2.1	0.008
Dystroglycan 1	*DAG1*	2.6	0.02
Integrin alpha L	*ITGAL*	1.8	0.02
Platelet/endothelial cell adhesion molecule (CD31)	*PECAM-1*	2.3	0.01
Mucin 5B	*MUC5B*	2.8	0.02
Gelsolin	*GSN*	5.7	0.02
Moesin	*MSN*	1.7	0.004
TBC1 domain family member 10A	*TBC1D10A*	1.8	0.03
**Down vs Preinfection**			
Interleukin 17D or Interleukin 27	*Il17D*	1.8	0.04
Interleukin 28B	*IL28B*	2.0	0.04
CCAAT-enhancer binding protein alpha	*C/EBPα*	2.2	0.02
Activation induced cytidine deaminase	*AID*	2.0	0.01
Peroxiredoxin 2	*PRDX2/NKEFB*	3.2	0.03
Granzyme K	*GZMK*	2.0	0.02
Interleukin 17 receptor E isoform 1	*IL17RE*	2.0	0.004
programmed cell death 2	PDCD2	2.0	0.04
programmed cell death 5	PDCD5	1.7	0.03
**Up vs 90 d PI**			
CD93	*CD93*	2.9	0.003
Cell adhesion molecule 1	*CADM1*	2.0	0.02
Intercellular adhesion molecule 1	*ICAM1*	1.7	0.02
Lectin galactose-binding soluble 3	*LGALS3*	2.0	0.02
CD40 ligand	*CD40LG*	2.8	0.03
Chemokine (C-C motif) ligand 3	*CCL3*	4.5	0.049
Chemokine (C-X-C motif) ligand 1	*CXCL1*	4.3	0.00
Interleukin 18	*IL18*	5.7	0.03
Tumor necrosis factor receptor superfamily, member 10b	*TNFRSF10B*	2.2	0.045
Tumor necrosis factor, alpha-induced protein 2	*TNFAIP2*	5.0	0.04
HLA class II histocompatibilty antigen, DM beta chain precursor	*HLA-DMB*	3.7	0.047
CD68	*CD68*	3.4	0.04
Suppressor of cytokine signaling 6	*SOCS6*	1.8	0.048

**Table 3:** Select list of differentially expressed genes in LPL at 90 days post SIV infection.

Gene ID	Symbol	Fold Difference	P value
**Up vs Preinfection**			
BCL6 co-repressor	*BCORL1*	2.5	0.04
SMAD6	*SMAD6*	2.8	0.04
Hepatocyte nuclear factor 4 alpha	*HNF-4α*	2.6	0.03
Chromodomain helicase DNA binding protein 1	*CHD1*	2.0	0.01
EPH receptor B1	*EPHB1*	2.1	0.01
Rho GTPase activating protein 1	*ARHGAP1*	3.3	0.02
Rho/Rac guanine nucleotide exchange factor 2	*ARHGEF2*	3.9	0.0007
Fibroblast growth factor receptor 1	*FGFR1*	3.2	0.001
c-jun N terminal kinase 3	*JNK3*	1.9	0.014
Suppressor of cytokine signaling 1	*SOCS1*	2.4	0.02
Fc fragment of IgA, receptor for	*FCAR*	1.9	0.03
Microtubule associated serine/threonine kinase 2	*MAST2*	4.4	0.04
Interleukin 1 receptor-like 1	*IL1RL1*	2.3	0.01
NLR family, pyrin domain containing 4	*NLRP4*	2.2	0.02
Nuclear factor of activated T cells 4	*NFAT4*	3.0	0.02
Tumor necrosis factor ligand superfamily member 7 (CD27 ligand) (CD70 antigen)	*CD70*	6.6	0.017
chemokine (C-X-C motif) ligand 11	*CXCL11*	2.4	0.003
Chitinase 1	*CHIT1*	4.0	0.047
CD109	*CD109*	1.8	0.026
Semaphorin 7A	*SEMA7A*	3.4	0.0006
Complement factor H	*CFH*	1.8	0.03
Lipopolysaccharide binding protein	*LBP*	5.3	0.02
Defensin beta 119	*DEFB119*	2.8	0.045
Tissue inhibitor of metallopeptidase 3	*TIMP3*	2.6	0.046
NLR family member X1	*NLRX1*	5.5	0.039
Fas-activated serine/threonine kinase	*FASTK*	2.9	0.02
**Down vs Preinfection**			
CD28 molecule	*CD28*	3.9	0.039
CD4 molecule	*CD4*	3.3	0.048
CD59 molecule, complement regulatory protein	*CD59*	2.6	0.005
CD86 molecule	*CD86*	4.5	0.03
CD93 molecule	*CD93*	3.1	0.04
Interleukin 1 receptor	*IL1R2*	3.0	0.003
T cell receptor beta chain V region CTL-L17	TRB@	2.0	0.005
Nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1	*NFATc1*	2.2	0.04
Interleukin 1 receptor associated kinase 3	*IRAK3*	2.6	0.02
Toll like receptor 8	*TLR8*	1.9	0.02
Toll like receptor adaptor molecule 2	*TICAM2*	2.5	0.03
Major histocompatibility complex, class II, DO alpha	*HLA-DOA*	5.5	0.03
Jun dimerization protein p21SNFT	*BATF3*	3.3	0.03
G protein-coupled receptor 183	*GPR183*	2.9	0.02
HLA class II histocompatibility antigen, DM beta chain	*HLA-DMB*	3.4	0.02
WD repeat domain 36	WDR36	3.7	0.01
**Up vs 21 d PI**			
Alpha defensin 2	*DEFA1*	2.5	0.019
Coagulation factor II (thrombin) receptor	*F2R*	2.1	0.005
Complement component 8 beta polypeptide	*C8B*	1.9	0.04
Cannabinoid receptor 2	*CNR2*	2.0	0.039
Thrombospondin 1	*THBS1*	1.8	0.038
CD38	*CD38*	1.8	0.015

Out of 409 upregulated genes at 21d PI, DAVID identified 363 transcripts to be annotated (Table 1). Using both tools we broadly classified all differentially expressed genes into 10 different categories, namely; transcription, immune defense/inflammation, cell division/differentiation, cell signaling, cell adhesion/migration, transport, DNA replication/repair, regulation of cellular cytoskeleton, apoptosis, metabolism and transcripts with unknown function. The unknown transcripts are not represented in the pie charts shown in figures 2, 3, 4, 5.

**Figure 2:**
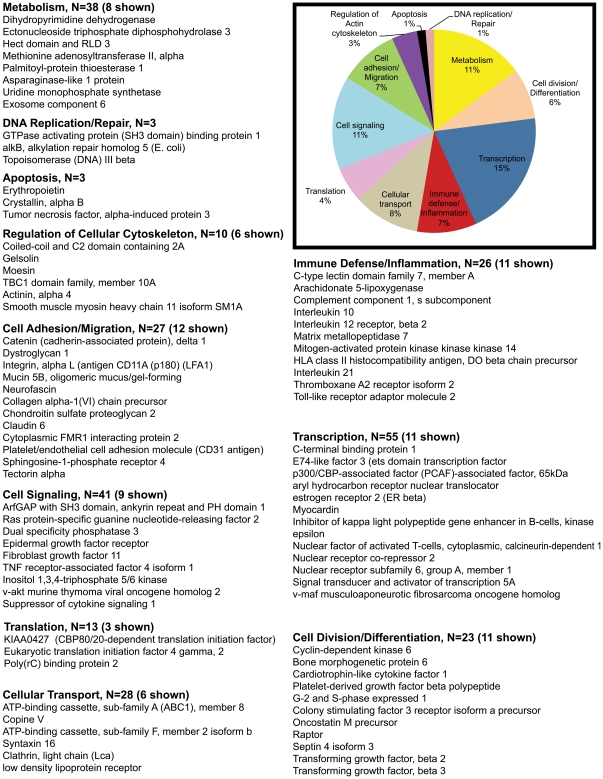
Gene functional categories up (1.7 fold) in LPLs at 21d PI. The relative size of each sector in the pie chart is determined by the number of genes in that functional category. Genes with unknown function are not included in the pie chart. Only a few transcripts of importance to SIV infection are shown in the figure under each functional category. The full list of genes grouped under each functional category for the 21d time point is provided in Table S1.

**Figure 3:**
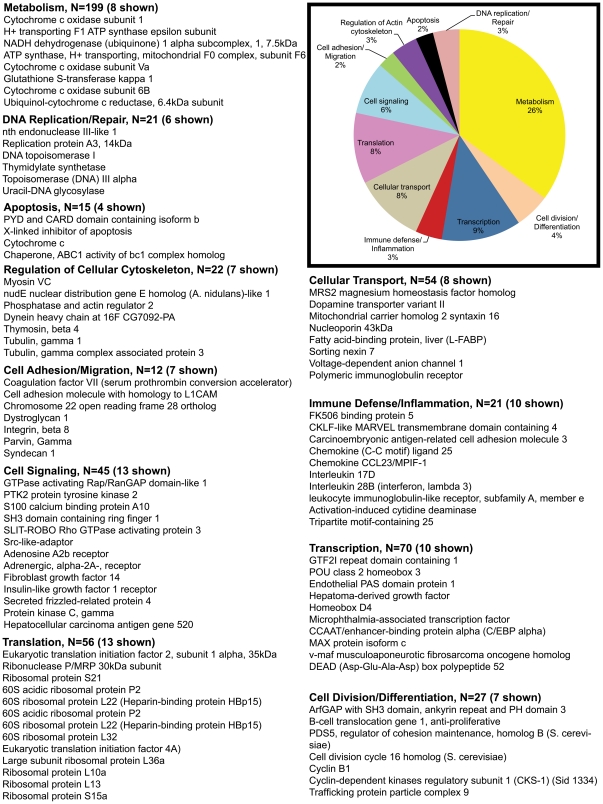
Gene functional categories down (1.7 fold) in LPLs at 21d PI. The relative size of each sector in the pie chart is determined by the number of genes in that functional category. Genes with unknown function are not included in the pie chart. Only a few transcripts of importance to SIV infection are shown in the figure under each functional category. The full list of genes grouped under each functional category for the 21d time point is provided in Table S1.

**Figure 4:**
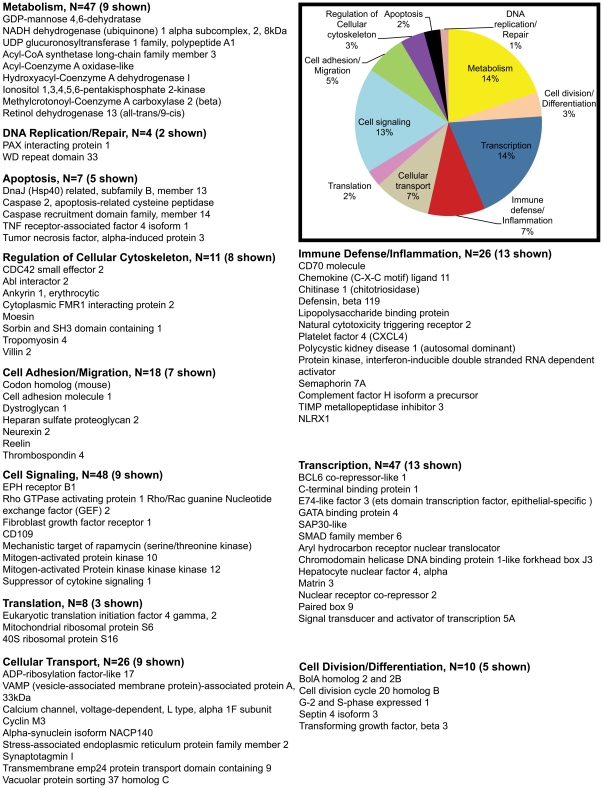
Gene functional categories up ((1.7 fold) in LPLs at 90d PI. The relative size of each sector in the pie chart is determined by the number of genes in that functional category. Genes with unknown function are not included in the pie chart. Only a few transcripts of importance to SIV infection are shown in the figure under each functional category. The full list of genes grouped under each functional category for the 90d time point is provided in Table S2.

**Figure 5:**
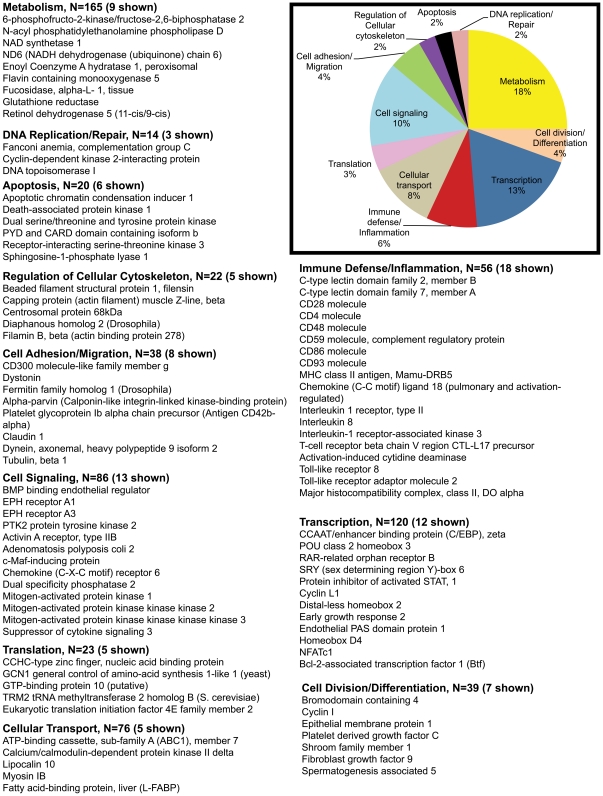
Gene functional categories down (1.7 fold) in LPLs at 90d PI. The relative size of each sector in the pie chart is determined by the number of genes in that functional category. Genes with unknown function are not included in the pie chart. Only a few transcripts of importance to SIV infection are shown in the figure under each functional category. The full list of genes grouped under each functional category for the 90d time point is provided in Table S2.

Based on gene ontology/annotation, the 21d time point (the nadir of CD4^+^ T cell loss) yielded several interesting sets of altered genes. Genes associated with cellular transcription accounted for ∼15% (n = 55) of differentially expressed genes (Fig. 2). Of particular interest were *NFATc1 (T cell activation), STAT5A (IL-2, IL-15, IL-21 signaling), ETS domain transcription factor (macrophage activation), p300/CBP-associated factor (PCAF) associated factor (histone acetylase), aryl hydrocarbon receptor nuclear translocator (AHRNT) (immunosuppressant), estrogen receptor β (B cell activation), Myocardin, Nuclear receptor subfamily 6 (Co-repressor), group A, and v-maf (musculoaponeurotic fibrosarcoma oncogene) (coactivator)*.

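STAT5A, which carries the IL-2 signal to the nucleus, was 2.83-fold higher at 21 d in the grouping of Tables S1 and S2, ESR2, the estrogen receptor beta, 2.3-fold, and ARNT, the partner of the aryl hydrocarbon receptor, 2.07-fold. NFATC1, the calcium-driven activator of cytokine genes in T cells, was 1.97-fold higher. By the labels STAT5A stood at 0.02 on the log2 scale (SE 0.67), with -2.37 in DN85 against 1.26 in EB31 and 1.15 in ED13. NFATC1 stood at 0.86 (SE 0.62), and was higher in all 3 animals (0.48, 1.05 and 1.05). ARNT and ESR2 stood at 0.03 and 0.42. TAF5L, a subunit of histone acetylase complexes, was -0.83 in the grouping of the tables and -0.64 by the labels, and MYOCD, the coactivator of smooth muscle genes, -0.55 and -0.89. For TAF5L and MYOCD the sheet holds no probe set with their symbol, and the one with the highest mean was read. Adjusted p in limma was at least 0.839 for these 6 genes by the labels. ELF3, the ETS factor, and MAF are not named in the annotation used here.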

Immune defense/inflammation and Cell division/differentiation accounted for ∼7% (n = 26) of the upregulated genes (Fig. 2). 

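C1S, the protease that opens the classical complement pathway, was 6.14-fold higher at 21 d as Tables S1 and S2 group the arrays. IL12RB2, the receptor chain for Th1 differentiation, was 3.11-fold higher, the anti-inflammatory cytokine gene IL10 2.32-fold, the fungal glucan receptor gene CLEC7A 2.25-fold and IL21, the follicular helper cytokine, 1.92-fold, all past the study criterion there. IKBKE, a kinase of the interferon induction pathway, was 1.31-fold higher and not past it, in its probe set with the highest mean, as the sheet holds none with its symbol. By the labels C1S was 1.38 on the log2 scale (SE 0.88) with -1.66, 3.15 and 2.66 in DN85, EB31 and ED13, and IL10 was 0.80 (-0.44, 1.45 and 1.38). CLEC7A, IL21 and IKBKE stood at 0.69, 0.21 and 0.24. IL12RB2 stood at -0.10, where DN85 had -2.64 and the other two 1.43 and 0.90. The smallest adjusted p of the 6 genes in limma was 0.839 by the labels and 0.9999 in the grouping of the tables. TICAM2 is not named in the annotation used here.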

Prominent members in the immune defense/inflammation category included *C-type lectin domain family 7, member A (DECTIN1), Toll-like receptor adaptor molecule (TRIF/TRAM), Complement component 1, s subcomponent, inhibitor of kappa light polypeptide gene enhancer in B-cells epsilon (IκBKE, a corepressor), interleukin 10 (IL-10) (anti-inflammatory), interleukin 12 receptor, beta 2 (IL-12Rβ2) (Th1 response and proinflammatory) and interleukin 21 (IL-21) (proinflammatory)*. Notable genes regulating cell division/differentiation (6%, n = 23) included *CDK6, platelet derived growth factor beta polypeptide, oncostatin M precursor (OSM), cardiotrophin-like factor 1 (B cell activation), BMP6, TGF-β2 and TGF-β3 (cell differentiation)*.

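CLCF1, a cytokine of the IL-6 family that stimulates B cells, was 3.6-fold higher at 21 d in the grouping of Tables S1 and S2 and OSM, a macrophage and T cell cytokine that acts on stroma, 3.01-fold. CDK6, the kinase that starts the cell cycle in lymphocytes, was 2.61-fold higher, the mesenchymal growth factor gene PDGFB 2.49-fold and TGFB3 2.38-fold. BMP6, an iron-sensing morphogen, was 1.07-fold of its level before infection in its probe set with the highest mean, since the sheet holds none with its symbol. By the labels PDGFB was higher in all 3 animals (0.21, 1.84 and 1.46 on the log2 scale, mean 1.17, SE 0.64), CLCF1 was 1.25 higher, OSM 1.08 and CDK6 0.90. TGFB3 stood at 0.02, from -1.76 in DN85, 0.24 in EB31 and 1.57 in ED13, and BMP6 at -0.25. The lowest adjusted p of these 6 genes by the labels was 0.839 in limma. TGFB2 is not named in the annotation used here.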

Approximately, 11% of the transcripts included cell signaling genes (n = 22) such as *EGFR, FGF-11, TNF receptor associated factor 4 isoform 1, v-akt murine thymoma viral oncogene homolog 2, suppressor of cytokine signaling 1 (SOCS1 (Negative regulator of JAK-STAT pathway)*. 

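FGF11, an intracellular fibroblast growth factor homolog, was 2.67-fold higher at 21 d in the grouping of Tables S1 and S2, and TRAF4, an adaptor of TNF receptor family signaling, 2.62-fold. SOCS1, the feedback inhibitor of Janus kinases, was 1.87-fold higher, the survival kinase gene AKT2 1.81-fold and the growth factor receptor gene EGFR 1.76-fold. By the labels AKT2 was higher in each of DN85, EB31 and ED13 (0.50, 0.78 and 1.46 on the log2 scale, mean 0.91, SE 0.58). TRAF4, SOCS1 and FGF11 were 0.60, 0.55 and 0.54 higher, and EGFR stood at 0.13 with -1.24 in DN85. limma gave adjusted p of 0.839 for AKT2 by the labels.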

Another 7% included genes associated with cell adhesion/migration (n = 27) that included *catenin, dystroglycan 1, integrin alpha L (leukocyte recruitment/trafficking), platelet/endothelial cell adhesion molecule (CD31 antigen) (leukocyte recruitment/trafficking), and mucin 5B*. 

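DAG1, the dystroglycan that ties cells to laminin, was 2.48-fold higher at 21 d in the grouping of Tables S1 and S2, and PECAM1, the adhesion molecule through which leukocytes cross endothelium, 2.27-fold. CTNND1, the catenin that holds cadherins at the membrane, was 2.13-fold higher. By the labels PECAM1 was 0.65 higher on the log2 scale (SE 0.75), CTNND1 0.53 (SE 0.66) and DAG1 0.16 (SE 0.65), and DN85, the animal whose times differ between labels and tables, stood at -0.39 for PECAM1. Adjusted p in limma was 0.87 for PECAM1 by the labels. Genes of endothelial cells as a group, 20 of them measured, were tested against the other genes. Their median was 0.40 in the grouping of the tables (camera adjusted p = 0.0013, and 0.66 with an estimated correlation). By the labels it was 0.52 (adjusted p = 2.3e-05, and 0.958 with an estimated correlation). In both groupings EB31 stood at -0.10 and ED13 at 1.36, and both had low RNA integrity before infection. DN85 stood at 0.12 in the grouping of the tables and at 0.68 by the labels. Fibroblast and smooth muscle genes were called upward as well, at 0.57 and 0.37 in the grouping of the tables and at 0.51 and 0.54 by the labels. The integrin gene ITGAL and the mucin gene MUC5B are not named in the annotation used here.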

About 3% (n = 10) of the transcripts represented genes regulating cellular cytoskeleton (*gelsolin, Moesin, TBC1 domain family member 10A, actinin, and alpha 4 smooth muscle myosin heavy chain 11 isoform SM1A*). 

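GSN, which severs actin filaments, was 4.99-fold higher at 21 d in the grouping of Tables S1 and S2 and ACTN4, which bundles them, 4.05-fold. MYH11, the myosin of smooth muscle, was 3.16-fold higher, TBC1D10A, a regulator of membrane traffic, 1.83-fold and MSN, the moesin that links actin to the leukocyte membrane, 1.73-fold. By the labels ACTN4 stood 1.16 higher on the log2 scale (SE 0.70; -1.50, 2.38 and 2.58 in DN85, EB31 and ED13) and GSN 0.72 (SE 0.80; -2.08, 2.92 and 1.33). MYH11, MSN and TBC1D10A stood at 0.44, 0.26 and 0.11. The adjusted p of ACTN4 in limma was 0.839 by the labels. MYH11 belongs to the smooth muscle genes, whose 14 measured members had a median of 0.37 (camera adjusted p = 0.00186; 0.66 with an estimated correlation) in the grouping of the tables and 0.54 by the labels (adjusted p = 0.00125; 0.97 with an estimated correlation).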

The remaining transcripts fell into the following functional categories: metabolism (10%, n = 38), cellular transport (8%, n = 28), Apoptosis (1%, n =  3), DNA replication/repair (1%, n =  3), and translation (4%, n = 13) (Fig. 2).

In addition, compared to the 90d PI time point, the 21 day timepoint had increased expression of several genes associated with cell adhesion/migration [*CD93, cell adhesion molecule 1, intercellular adhesion molecule 1 (ICAM1), lectin galactoside-binding soluble 3*] and immune defense/inflammation [*CD4, CD40 ligand, Chemokine (C-C motif) ligand 3 (CCL3)*, Chemokine (C-X-C motif) ligand *1 (CXCL1), interleukin 18 (IL-18)*, *tumor necrosis factor receptor superfamily, member 10b (tnfrsf10b), tumor necrosis factor, alpha-induced protein 2, HLA class II histocompatibility antigen, DM beta chain precursor (MHC class II antigen DMB), CD68, ATP-dependant helicase LGP2, SOCS3, SOCS6*].

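CCL3, a macrophage chemokine, was 4.04-fold lower at 90 d than at 21 d in the grouping of Tables S1 and S2, and IL18, the inflammasome cytokine, 5.45-fold lower. CD68, the lysosomal marker of macrophages, was 3.22-fold lower, the adhesion receptor gene ICAM1 2.67-fold, CD4 2.24-fold, CADM1, another adhesion gene, 1.88-fold, the galectin gene LGALS3 1.77-fold and the T cell help ligand CD40LG 1.77-fold. By the labels CCL3 was 6.92-fold lower at 90 d (-1.16, -6.15 and -1.06 on the log2 scale in DN85, EB31 and ED13) and CD68 3.23-fold lower (-0.53, -3.16 and -1.38), the 2 genes of this group past the study criterion over all 9 arrays. ICAM1, CADM1, LGALS3, IL18 and CD4 stood at -1.28, -1.25, -0.91, -0.71 and -0.56. CD40LG was 0.33 by the labels, and the RNA helicase gene DHX58, which tunes viral RNA sensing, was -0.78 in the grouping of the tables and 0.48 by the labels. The TRAIL receptor gene TNFRSF10B was -0.13 and -0.13, TNFAIP2 0.64 and 0.20, and SOCS3, the inhibitor of IL-6 signaling, 0.09 and -0.40. The sheet holds no probe set with the symbol of CD4, ICAM1, CADM1, LGALS3, TNFRSF10B, TNFAIP2 or SOCS3, and the one with the highest mean was read. EB31 at 90 d, which the tables leave out without a reason, stood at -0.68 for IL18, -3.53 for ICAM1 and -1.28 for CD4 against its 21 d array. The median of all genes between the times was -0.30 in the grouping of the tables and -0.13 by the labels. limma called 0 probe sets between the times, with a smallest adjusted p of 0.835 in the grouping of the tables (2557 at unadjusted p under 0.05) and 0.692 by the labels (3755). CD93, CXCL1, HLA-DMB and SOCS6 are not named in the annotation used here.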

Collectively, the transcriptional profile presents clear evidence of increased transcription, inflammatory cytokine signaling, and metabolic changes associated with immune cell activation including increased leukocyte trafficking to sites of viral replication/inflammation. 

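Genes of the JAK-STAT pathway, which relays cytokine signals, rose relative to other genes at 21 d in the grouping of Tables S1 and S2, with a median of 0.07 on the log2 scale over 36 genes (camera adjusted p = 0.0015, and 0.66 with an estimated correlation). Their mean was 0.22. The gene lists were written with the names of those tables already seen. A member whose probe set the tables list as higher was chosen on these arrays in this grouping. The call is therefore not independent of that choice. By the labels the JAK-STAT genes had a median of -0.10, with an upward test of adjusted p = 0.485. Inflammatory cytokine and chemokine genes, 29 of them measured, rose by a median of 0.09 in the grouping of the tables (adjusted p = 0.0104, and 0.66 with an estimated correlation) and stood at 0.10 by the labels (adjusted p = 0.0619; 0.35, -0.01 and 0.32 in DN85, EB31 and ED13). Toll-like receptor and LPS response genes, the sensors of bacterial products, had medians of 0.04 and 0.05 (adjusted p = 0.157 and 0.485), and by the labels their mean was -0.03. Dendritic cell genes rose by 0.29 in the grouping of the tables (adjusted p = 0.0013, and 0.66 with an estimated correlation) and stood at 0.19 by the labels (adjusted p = 0.218). Macrophage and monocyte genes, 35 of them, stood at -0.10 in the grouping of the tables (adjusted p = 0.177, test upward) and rose by 0.30 by the labels (adjusted p = 0.00453, and 0.97 with an estimated correlation), from 0.90 in DN85 to -0.74 in ED13. T cell activation and exhaustion receptors such as CTLA4 and ICOS had medians of -0.15 and 0.08 (adjusted p = 0.651 and 0.931). Of the 28 lists tested by camera, 13 were called at 21 d in the grouping of the tables and 6 by the labels, and 0 with an estimated correlation or by fry in either. Over each list alone, adjustment called 0 genes at 21 d in either grouping. The authors conclude activation of immune cells, with cytokine signaling and leukocyte trafficking, from the functional classes of the 409 transcripts and from genes higher at 21 d than at 90 d. An mRNA value from mixed LPLs does not part a change within cells from a change in the mixture of cells.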

While immune cell activation is required to elicit a successful immune response against an invading pathogen, failure to moderate this response can cause significant injury to the host. Consequently, the increased transcription of genes with immunosuppressive function like *nuclear receptor co-repressor, IκBKE* (both transcriptional inhibitors), *IL-10* (an anti-inflammatory cytokine), *SOCS1* (negative regulator of JAK-STAT pathway) and *TGF-β1 & 2* serve to ensure that these responses are negatively regulated at multiple stages and that the host is protected from the adverse effects of an exuberant immune response.

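TGFB1, the cytokine that restrains T cells and drives fibrosis, was 3.44-fold higher at 21 d by the labels, past the study criterion (log2 change 1.78, SE 0.73), and 4.04-fold higher in the grouping of Tables S1 and S2, where the methods' test did not put it past the criterion. Its values were -0.46 in DN85, 2.73 in EB31 and 3.08 in ED13 by the labels. NR6A1, an orphan nuclear receptor that represses transcription, was 1.26-fold of its level before infection in the grouping of the tables, and by the labels 0.66, 0.15 and 1.51 in the 3 animals (mean 0.77, SE 0.54). IKBKE stood at -0.41, 0.22 and 0.93 and SOCS1 at -0.64, 1.07 and 1.21. Both TGFB1 and NR6A1 had an adjusted p of at least 0.839 in limma. The actin 3' and 5' signals lay farthest apart in the EB31 and ED13 arrays taken before infection, the reference of the higher TGFB1 values. Without these 2 arrays, a setting chosen after the values were seen, TGFB1 stood at -0.37. Only the DN85 array then remains before infection, and DN85 alone stood at -0.46, so the turned sign does not test RNA integrity. The authors reason that such regulators hold the inflammatory response in check, from the function of the genes.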

### Genes encoding proteins linked to oxidative phosphorylation and antimicrobial/antiviral response are considerably downregulated in GALT during acute SIV infection

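USP16, which removes ubiquitin from histone H2A, stood at -3.13 on the log2 scale at 21 d by the labels (SE 0.76), GPBP1, a GC-box transcription factor, at -3.01 (SE 0.63) and FBXO5, the mitotic inhibitor EMI1, at -2.80 (SE 0.73). In the grouping of Tables S1 and S2 they stood at -1.29, -0.90 and -0.55. HSPH1, a heat shock cochaperone, was 8.02-fold lower by the labels, from -6.87 on the log2 scale in DN85, -1.17 in EB31 and -0.98 in ED13, and stood at 0.36 in the grouping of the tables. MATR3, a nuclear matrix RNA-binding protein, was -2.99 by the labels and 0.12 in the grouping of the tables, SPTBN1, the beta-spectrin under the membrane, -2.81 and -1.46, and MTUS1, a microtubule-associated tumor suppressor, -2.72 and -0.28. Each was lower in all 3 animals by the labels, with adjusted p of 0.839 in limma, and was taken as having the largest falls among probe sets past the criterion, which selects for large values.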

Interestingly, in contrast to the upregulated genes (n = 409) more than twice as many (n = 858) were downregulated at 21d PI (Table 1). 752 of these downregulated genes were annotated (Table 1). The exact reasons for this considerable decrease in gene expression are unclear but could be attributable to the massive virus induced CD4^+^ T cell loss that occurs by 21d PI (Fig. 1B). 

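Citric acid cycle genes, which feed electrons to respiration, had a median change of -0.60 on the log2 scale at 21 d in the grouping of Tables S1 and S2 over 11 measured genes (camera adjusted p = 0.112) and of -0.47 by the labels (adjusted p = 0.13), with 0.07 in DN85, -0.45 in EB31 and -1.23 in ED13. Proteasome subunits, which degrade ubiquitin-tagged proteins and supply peptides to MHC class I, fell in the grouping of the tables, by a median of -0.70 over 24 genes (adjusted p = 5.3e-04, and 0.66 with an estimated correlation). By the labels their median was -0.38 (adjusted p = 0.218; 0.23, -0.25 and -1.23 in DN85, EB31 and ED13). Of the 24, 22 were lower in the grouping of the tables and 22 by the labels.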

More importantly, a greater percentage of the downregulated transcripts represented genes regulating cellular metabolism (26%, n = 199). 

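Oxidative phosphorylation genes, the subunits of the mitochondrial respiratory complexes, fell relative to other genes at 21 d in the grouping of Tables S1 and S2, by a median of -1.06 on the log2 scale with 50 of 52 genes lower (camera adjusted p = 6.7e-15, and 0.66 with an estimated correlation). In that grouping the 3 animals stood at -1.30 (DN85), -0.37 (EB31) and -1.63 (ED13). By the labels the median was -0.37, with 45 of 52 lower and an adjusted p of 0.485, and DN85 stood at 0.84. Epithelial genes, of another cell type, fell with them in the grouping of the tables, by -1.06 with 36 of 42 lower (adjusted p = 8.5e-11, and 0.66 with an estimated correlation), and stood at -0.41 by the labels (adjusted p = 0.508). Actin signal was 6.08 and 6.23 higher at the 3' than at the 5' end in EB31 and ED13 before infection, a sign of low RNA integrity, against 0.42 to 2.44 in the other 7 arrays. Without these 2 arrays, a setting chosen after the values were seen, the oxidative phosphorylation median was 0.60 by the labels. The epithelial median turned upward there as well. Only the DN85 array then remains before infection, and DN85 alone stood at 0.84 and, for epithelial genes, at 0.66 by the labels. The turn therefore does not test RNA integrity. Over the oxidative phosphorylation list alone 0 genes were called in either grouping. NDUFV3, a subunit of complex I, was -0.08 in the grouping of the tables and 1.37 by the labels. EB31 and ED13 carry the same labels in both groupings, so that the sign of DN85 is what differs between them.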

Within this category 29% (n = 57) were genes connected to oxidative phosphorylation/citric acid cycle. T cells switch from oxidative phosphorylation to glycolysis to meet their energy requirements in response to cellular activation [22]. These findings are very significant as it provides yet another novel transcriptional signature indicative of T cell activation as early as 21d PI. 

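Glycolysis genes, the enzymes from glucose to lactate, had a median of -0.01 on the log2 scale at 21 d in the grouping of Tables S1 and S2 over 18 genes, with a mean of -0.06 and an upward test of adjusted p = 0.641 in camera. By the labels their median was -0.17 and their mean 0.07 (adjusted p = 0.218, test upward), with 0.16 in DN85, 0.35 in EB31 and -0.33 in ED13. Pan-T cell genes such as LAT and GATA3, which mark how much T cell RNA a sample holds, had a median of -0.02 with a mean of 0.24 and an upward test (adjusted p = 0.0679) in the grouping of the tables, and of -0.24 by the labels (adjusted p = 0.57). CD4 T helper genes had medians of -0.20 and -0.16 (adjusted p = 0.612 and 0.931) and cytotoxic T and NK cell genes of 0.03 and -0.18 (0.157 and 0.99). The authors reason that T cells switch from respiration to glycolysis when activated, and describe the loss of respiratory transcripts as indicative of T cell activation. Genes of glycolysis were not called in either grouping, and camera measures a list against all other genes, not against respiration.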

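PRDX2, a peroxidase that clears hydrogen peroxide in red cells and lymphocytes, was 3.02-fold lower at 21 d in the grouping of Tables S1 and S2, past the study criterion (adjusted p of 0.9999 in limma). By the labels it stood at 0.03 on the log2 scale (SE 0.73, adjusted p = 0.995 in limma), with 2.69 in DN85 against -1.30 in EB31 and -1.31 in ED13. All 3 DN85 arrays have other times in that grouping than by the labels.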

Another noteworthy gene downregulated at the 21 d time point was *peroxiredoxin* that may contribute to the antiviral activity of CD8^+^ T-cells [23].

Compared to the upregulated group, the percentage of genes regulating transcription (9%, n = 70), cell signaling (6%, n = 45), immune defense/inflammation (3%, n = 21), cell adhesion/migration (2%, n = 12), and cell division/differentiation (4%, n = 27) dropped significantly in the downregulated category (Fig. 2 & 3). On the other hand, the percentage of genes representing translation (8%, n = 56), apoptosis (2%, n = 15) and DNA replication/repair (3%, n = 21) showed a modest to substantial increase (Fig. 2 & 3). 

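Cytosolic ribosomal proteins, the core of the translation machinery, fell at 21 d in the grouping of Tables S1 and S2 by a median of -1.17 on the log2 scale over 35 genes (camera adjusted p = 1.1e-04, and 0.66 with an estimated correlation). By the labels their median was -0.38 (adjusted p = 0.698), from 0.79 in DN85 and -0.20 in EB31 to -1.73 in ED13. Cell cycle genes, which include the DNA replication machinery, fell in both groupings, by medians of -0.71 and -0.81 over 34 genes (adjusted p = 5.3e-06 and 2.5e-07, against 0.66 and 0.97 with an estimated correlation). They were lower in each animal by the labels (-0.44, -0.57 and -1.49). In the grouping of the tables DN85 stood at 0.04, and EB31 and ED13 kept their values. The fall of the ribosomal and cell cycle lists was largest in ED13, and RNA integrity was low in EB31 and ED13 before infection. Epithelial genes, of another cell type, fell as well in the grouping of the tables, by -1.06, and stood at -0.41 by the labels. Apoptosis genes had medians of -0.11 and -0.31 (adjusted p = 0.71 and 0.502). Changes in mRNA level do not separate fewer dividing cells from less transcription per cell.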

Percentage of genes regulating cellular transport and regulation of cellular cytoskeleton remained the same. 

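IL17D, a member of the IL-17 cytokine family, had a log2 change of -0.23 at 21 d in the grouping of Tables S1 and S2 and of 0.13 by the labels (SE 0.59, adjusted p = 0.97 in limma). DN85 stood at 1.16 by the labels, EB31 at -0.48 and ED13 at -0.30, all in its probe set with the highest mean, as the sheet holds none with its symbol. The interferon lambda gene IFNL3 (IL28B) is not named in the annotation used here.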

Downregulated genes critical to HIV/SIV pathogenesis include *IL-17D, (also known as IL-27) and IL-28B (both anti-viral)*. *IL-17D* has sequence similarity to IL-17 and is produced by Th17 cells [24]. The massive depletion of Th17 cells during acute SIV infection might explain the reduced expression of its mRNA early in infection [25]. More importantly, *IL-17D or IL-27* inhibits HIV-1 replication in CD4^+^ T cells and macrophages [26]. Similarly, IL-28B in combination with IL-29 is deemed to be essential for mounting an efficient antiviral response [27]. Another notable gene that also displayed decreased expression is C/EBPα, previously shown to be downregulated by inflammatory cytokine signaling [28]. These observations suggest that in addition to immune cell activation, acute SIV infection is also characterized by a significant dampening of the antiviral response in the lamina propria.

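CEBPA, the transcription factor that commits progenitors to the myeloid line, was 2.19-fold lower at 21 d in the grouping of Tables S1 and S2, past the study criterion. By the labels it stood at -0.34 on the log2 scale (SE 0.66, adjusted p = 0.921 in limma), with 1.13 in DN85, -0.71 in EB31 and -1.45 in ED13.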

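Type I interferon-stimulated genes such as MX1 and ISG15, which record the antiviral program, rose relative to other genes at 21 d in the grouping of Tables S1 and S2, by a median of 0.18 on the log2 scale over 44 genes (camera adjusted p = 4.8e-04, and 0.66 with an estimated correlation). The 3 animals stood at 1.16 (DN85), 0.30 (EB31) and -0.72 (ED13). By the labels the median was -0.35 (adjusted p = 0.218, test downward), with DN85 at -0.95. Over the list alone 0 of the 44 genes were called in either grouping. From the lower IL17D, IL28B and CEBPA the paper proposes a dampened antiviral response. Interferon-stimulated genes differ in sign between the groupings and between EB31 and ED13, and 1 array per animal at 21 d does not fix where in the interferon response each animal was.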

### Transcriptional profile at viral set point infection is indicative of intestinal microbial translocation in conjunction with inflammatory signaling and progressive immune cell activation and dysfunction

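MFNG, a Notch-modifying enzyme, stood 2.65 higher on the log2 scale at 90 d by the labels (SE 0.70). FCMR, the IgM receptor of B cells, stood 2.21 higher and the histamine-degrading enzyme gene HNMT 2.64 (SE 0.79). In the grouping of Tables S1 and S2 MFNG, FCMR and HNMT were 1.52, 1.29 and 2.40 higher. RAC2, the GTPase of leukocyte motility, was 1.48 and 2.32 higher and the Wnt modulator gene DKK3 2.23 and 2.44. Without the EB31 and ED13 arrays of low RNA integrity before infection DKK3 stood at -0.0099 by the labels. That setting, chosen after the values were seen, leaves only the DN85 array before infection and cannot test RNA integrity. The methyltransferase gene EEF2KMT was 2.58 and 2.44 higher (-0.59 by the labels in its probe set with the highest mean). The T cell death receptor gene TNFRSF25 was 1.04 and 2.28 higher and TIMD4, a receptor of macrophages for dying cells, 1.33 and 2.24. EB31, whose 90 d array is in no group of the tables, stood at 5.05 for MFNG, 3.90 for FCMR, 1.82 for HNMT, 5.27 for RAC2 and 4.37 for DKK3. APOE was also among these, at 1.16 and 2.72, and GPR139 at 2.05 and 2.28. Each was higher in all 3 animals by the labels, and the 10 were taken as the probe sets with the largest rise past the criterion. limma gave adjusted p of 0.782 for each by the labels.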

At viral set point (90d PI) a total of 434 genes were found to be up-regulated (Table 1). Among these 351 were annotated genes (Table 1). Genes regulating transcription accounted for 14% (n = 47) of those upregulated (Fig. 4). Table 3 shows fold difference and *p* values for select transcripts important to HIV/SIV infection. 

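ARNT, the dimer partner of the aryl hydrocarbon and hypoxia receptors, was 3.7-fold higher at 90 d in the grouping of Tables S1 and S2 and STAT5A 3.19-fold. SMAD6, the inhibitor of BMP signaling, was 2.78-fold higher and BCORL1, a corepressor, 1.66-fold, whereas CHD1, a chromatin remodeler, stood at -0.49 on the log2 scale. By the labels STAT5A was 1.10 (SE 0.67; -0.29, 2.17 and 1.42 in DN85, EB31 and ED13), ARNT 0.99 (SE 0.66; 0.02, 0.43 and 2.52), BCORL1 0.74 and SMAD6 0.48. CHD1 was -0.65. BCORL1 and CHD1 were read in the probe set with the highest mean, as the sheet of higher transcripts holds none with their symbols. The sheet of lower transcripts at 90 d lists another probe set of BCORL1. EB31, whose 90 d array no group of the tables holds, stood at 0.40 for BCORL1, -0.58 for SMAD6 and 0.19 for CHD1. Adjusted p in limma was 0.782 for STAT5A by the labels and 0.543 in the grouping of the tables. HNF4A is not named in the annotation used here.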

Of particular interest were (*Bcl6 co-repressor (transcriptional repression), Aryl hydrocarbon receptor nuclear translocator (AHNT) (immunosuppressant), SMAD6 (anti-inflammatory), STAT5A (IL-2 signaling and T cell proliferation and clonal expansion), HNF-4α (macrophage activation) and Chromodomain helicase DNA binding protein 1 (transcriptional activator)*.

Cell signaling genes comprising *EPH receptor B1, Rho GTPase activating protein 1, Rho/Rac guanine nucleotide exchange factor 2, FGFR1, MAPK10 or JNK3 (c-jun N terminal kinase3 (pro-inflammatory), CD109 (negative regulation of TGFβ signaling), SOCS1 (negative regulator of JAK-STAT pathway)* comprised ∼13% (n = 48) of the upregulated genes (Fig. 4). 

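FGFR1, a fibroblast growth factor receptor, was 3.17-fold higher at 90 d in the grouping of Tables S1 and S2, SOCS1 2.43-fold and MAPK10, the stress kinase JNK3, 1.96-fold. CD109, a coreceptor that dampens TGF-beta signaling, was 1.78-fold higher and the ephrin receptor gene EPHB1 1.66-fold. ARHGEF2, which activates RhoA, stood at -1.15 on the log2 scale in that grouping and at -0.36 by the labels. With no probe set of their symbols on the sheet, ARHGEF2 and EPHB1 were read in the one with the highest mean. Over all 9 arrays SOCS1 was 0.99 (SE 0.60), EPHB1 0.49, MAPK10 0.29, CD109 0.19 and FGFR1 0.03. In EB31, which the tables do not use at 90 d, the values were 1.66 for SOCS1, 0.63 for EPHB1, 0.64 for MAPK10, -0.24 for CD109, -0.25 for FGFR1 and 1.10 for ARHGEF2. limma gave SOCS1 an adjusted p of 0.782 by the labels. ARHGAP1 is not named in the annotation used here.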

Interestingly, several of the GTP binding proteins (*Rho GTPase activating protein 1, Rho/Rac guanine nucleotide exchange factor 2*) that play important roles in T cell activation are target genes induced by *STAT5A*, a downstream transcription factor activated by IL-2 signaling [29] which was also up-regulated during acute and chronic infection.

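ARHGEF2, the RhoA exchange factor, stood at 0.11, 1.10 and -2.29 on the log2 scale in DN85, EB31 and ED13 at 90 d by the labels. STAT5A was higher by the labels in EB31 and ED13 at both times, and the tables do not use the 90 d array of EB31. The 21 d and 90 d comparisons share the arrays taken before infection, so a low value in those raises both.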

Approximately, 7% (n = 25) of the genes represented immune defense and inflammation. Notable genes were *CD38, CD70, CXCL11, chitinase1 (all 4 proinflammatory), semaphorin 7A, complement factor H, lipopolysaccharide binding protein (LBP) (proinflammatory), NLRX1 (negative regulator of mitochondrial anti-viral signaling), defensin beta (anti-microbial) and tissue inhibitor of metallopeptidase 3 (anti-inflammatory)* (Fig. 4). 

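CD70, the ligand of CD27 on activated lymphocytes, was 6.96-fold higher at 90 d in the grouping of Tables S1 and S2, NLRX1, the mitochondrial brake on antiviral signaling, 6.2-fold and LBP, which hands bacterial lipopolysaccharide to CD14, 5.71-fold. CHIT1, the chitinase of activated macrophages, was 4.25-fold higher, the metalloprotease inhibitor gene TIMP3 3.65-fold, SEMA7A, which stimulates monocytes, 3.38-fold and the antimicrobial peptide gene DEFB119 2.83-fold. CXCL11, the interferon-induced ligand of CXCR3, stood at -1.44 on the log2 scale there. The mean of NLRX1 before infection in that grouping was 5.31, below the lowest signal of the EB31 (5.79) and ED13 (5.51) arrays. The DN85 array placed there reaches down to 3.44, so the NLRX1 fold rests in part on how low each array reads. CXCL11 and TIMP3 were read in the probe set with the highest mean, since the sheet holds none with their symbols. By the labels CD70 stood at 0.47 (SE 0.86), with -1.38 in DN85, -1.20 in EB31 and 3.99 in ED13, and CXCL11 at -0.70 (SE 0.60; 0.38, -0.21 and -2.27). CHIT1, TIMP3, LBP and DEFB119 stood at 1.22, 0.96, 0.93 and 0.45, and NLRX1 and SEMA7A at 0.27 and 0.10. In EB31 at 90 d, the array in no group of the tables, they were 2.00, -0.05, 0.24, 0.08, -0.14 and -0.23. The adjusted p in limma was 0.543 for each of these genes in the grouping of the tables. CD38 is not named in the annotation used here.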

Semaphorin 7A (CD108) expressed on activated T cells has been shown to stimulate proinflammatory cytokine production in monocytes and macrophages via binding to α_1_β_1_ integrin (very late antigen-1) and is believed to be a mechanism by which effector T cells induce persistent inflammation through macrophage activation [30].

We chose CD70 and CXCL11 for further confirmation studies using real-time RT-PCR because of their importance to HIV/SIV pathogenesis. CD70 has been previously linked to B cell dysfunction [31]–[32] and CXCL11 also known as interferon gamma inducible T cell alpha chemoattractant (ITAC) is a major chemokine shown to be produced by HIV infected macrophages for the recruitment of CCR5/CD4^+^ positive T cells as these cells also express CXCR3 (receptor for CXCL11) [33]. As shown in figure 6, quantitative real-time RT-PCR confirmed a statistically significant increase in the expression of CD70 (6 months post SIV infection) and CXCL11 (90d and at 6 months post SIV infection) in the lamina propria cellular compartment.

**Figure 6:**
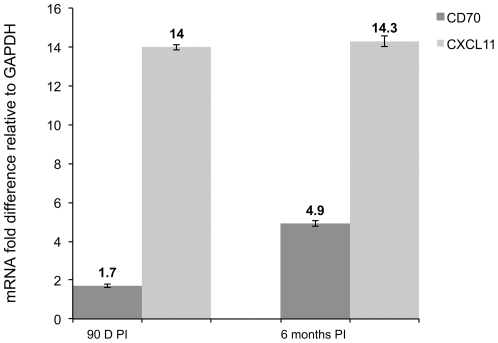
CD70 and CXCL11 expression is significantly increased in the LPLs in chronic SIV infection. Relative abundance in gene expression for CD70 (light bars) and CXCL11 (dark bars) in the lamina propria cellular compartment of the jejunum at 90 d (n = 3) and 6 months (n = 3) post SIV infection detected using quantitative real-time SYBR green two-step RT-PCR. The fold differences in gene expression were calculated as described in *Materials and Methods*. The relative fold increase is shown on top of each bar graph. The asterisk (*) indicates statistical significance (p<0.05).

The remaining genes fell into the following categories: cell adhesion/migration (5%, n = 18), cellular transport (7%, n = 26), cell division/differentiation (3%, n = 10) regulation of cellular cytoskeleton (3%, n = 11), apoptosis (2%, n = 7), translation (2%, n = 8) and DNA replication/repair (1%, n = 4). Among the apoptotic genes *Fas-activated serine/threonine kinase* is striking, as it is a strong inducer of lymphocyte apoptosis [34].

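FASTK, a mitochondrial RNA-binding kinase linked to Fas-mediated apoptosis, was 3.03-fold higher at 90 d in the grouping of Tables S1 and S2. By the labels it stood at 0.42 on the log2 scale (SE 0.62, adjusted p = 0.874 in limma), with -0.77 in DN85, 1.71 in ED13 and 0.31 in EB31, whose 90 d array the tables leave out. Apoptosis genes as a list, 24 of them, had medians of -0.25 and -0.82 at 90 d (camera adjusted p = 0.436, test upward, and 0.537, test downward).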

In comparison to the 21d time point, several interesting genes associated with immune defense/inflammation (*alpha defensin 2, coagulation factor II (thrombin) receptor, complement component 8 beta polypeptide, cannabinoid receptor 2 (macrophage)*, cell adhesion/migration (thrombospondin 1) and cell signaling *(CD38, also an immune activation marker)* showed enhanced expression at the 90d time point post SIV infection.

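DEFA1, an alpha-defensin of neutrophil granules, was 3.39-fold higher at 90 d than at 21 d in the grouping of Tables S1 and S2, CNR2, the cannabinoid receptor of B cells and macrophages, 2.03-fold, the terminal complement gene C8B 1.94-fold and THBS1, a matrix glycoprotein that activates TGF-beta, 1.77-fold. F2R, the thrombin receptor, stood at -0.71 on the log2 scale in that grouping and at -0.62 by the labels. Neither F2R nor DEFA1 has a probe set with its symbol on the sheet, and the one with the highest mean was read. Over all 9 arrays DEFA1 was 0.60 (SE 0.69), THBS1 0.36, C8B 0.31 and CNR2 0.04, with -0.91, 1.13, -0.71 and 0.20 in EB31, whose 90 d array belongs to no group of the tables. limma gave DEFA1 an adjusted p of 0.876 by the labels.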

Two other upregulated genes, namely, SMAD6 [35] and SOCS1 [36] are well established negative regulators of TGFβ/BMP and JAK-STAT pathways, respectively. In addition, SMAD6 also serves an anti-inflammatory function by interacting with the adaptor protein pellino-1 [37]. This may be viewed as a protective response to offset the increased expression of genes associated with inflammation and immune activation. 

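SMAD6 stood at -0.11, -0.58 and 2.14 on the log2 scale in DN85, EB31 and ED13 at 90 d by the labels, and SOCS1, the inhibitor of interferon gamma signaling, at -0.09, 1.66 and 1.41. Adjusted p in limma was 0.543 for SMAD6 and 0.543 for SOCS1 in the grouping of Tables S1 and S2. JAK-STAT pathway genes as a list had medians of -0.26 in that grouping and 0.01 by the labels at 90 d (camera adjusted p = 0.211 and 0.0827).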

While negative regulation is necessary to prevent uncontrolled cell signaling, paradoxically, the latter response could prove counterproductive to the host as it dampens the host's immune response to continuing viral replication, especially, by inhibiting anti-viral signaling by IFNγ [36].

### Genes associated with T cell signaling and innate immune responses are downregulated suggesting, immune cell exhaustion and dysfunction by 90 days post SIV infection

The 90d time point witnessed the maximum number of downregulated genes (1122 genes). 

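LOC574310, a gene without a given function, stood at -4.63 on the log2 scale at 90 d by the labels (SE 1.12), CLCA1, a goblet cell secretory protein, at -4.04 (SE 1.13), OLFM4, a marker of crypt stem cells, at -3.82 (SE 0.77) and DEFA6, a Paneth cell defensin, at -3.75 (SE 0.90). In the grouping of Tables S1 and S2 they stood at -3.63, -1.20, -0.92 and -2.91. EB31, whose 90 d array is in no group of the tables, had -7.66, -7.87, -6.26 and -5.59 for these 4 genes, ED13 had -6.13, -3.21, -2.43 and -4.80, and DN85 had -0.11, -1.05, -2.78 and -0.85. DMBT1, a mucosal scavenger protein, was -1.12 in the grouping of the tables and -3.36 by the labels, MGST1, a microsomal glutathione transferase, -1.51 and -3.51, MBLAC2, an acyl-CoA hydrolase, -2.86 and -3.92 (0.48 by the labels in its probe set with the highest mean), LOC709417, without a given function, -2.46 and -3.47, and LRATD1 -1.49 and -3.34. PEDS1 completes the 10 largest falls past the criterion, a choice that favors large values, and the adjusted p of each was 0.782 in limma by the labels.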

Most of the downregulated genes fell into three categories: Metabolism (18%, n = 165), transcription (13%, n = 120), and cell signaling (10%, n = 92). 

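Oxidative phosphorylation genes fell at 90 d in both groupings, by a median of -1.52 on the log2 scale in the grouping of Tables S1 and S2 (camera adjusted p = 3.7e-07, and 0.935 with an estimated correlation) and of -1.20 by the labels (adjusted p = 5.4e-07, and 0.664 with an estimated correlation). They were lower in DN85 (-0.39), ED13 (-2.45) and EB31 (-0.85), whose 90 d array the tables leave out. The 90 d array of ED13 stands apart from the others (median correlation 0.54), and RNA integrity was low in EB31 and ED13 before infection. In settings chosen after the values were seen, the median by the labels was -0.92 without that 90 d array (adjusted p = 1.2e-05) and -0.19 without those 2 before infection. The latter setting leaves only the DN85 array before infection, so it cannot test RNA integrity. Epithelial genes, of another cell type, fell as well, by -1.52 and -2.28 (adjusted p = 5.5e-06 and 8.3e-16, against 0.918 and 0.664 with an estimated correlation). Citric acid cycle genes had a median of -1.03 in the grouping of the tables (adjusted p = 0.132) and fell by the labels, at -1.19 (adjusted p = 0.00257, and 0.664 with an estimated correlation). Proteasome subunits fell in both, at -0.99 and -0.79 (adjusted p = 0.0332 and 0.0051, against 0.935 and 0.692 with an estimated correlation). Ribosomal proteins fell in the grouping of the tables, at -1.40 (adjusted p = 0.0239, and 0.935 with an estimated correlation), and stood at -0.60 by the labels (adjusted p = 0.867), with 1.23 in EB31. Glycolysis genes had medians of -0.65 and -0.48 (adjusted p = 0.759 and 0.59). Over all 28 lists, 10 were called at 90 d in the grouping of the tables and 12 by the labels, and 0 with an estimated correlation or by fry in either.

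**Figure D2:**
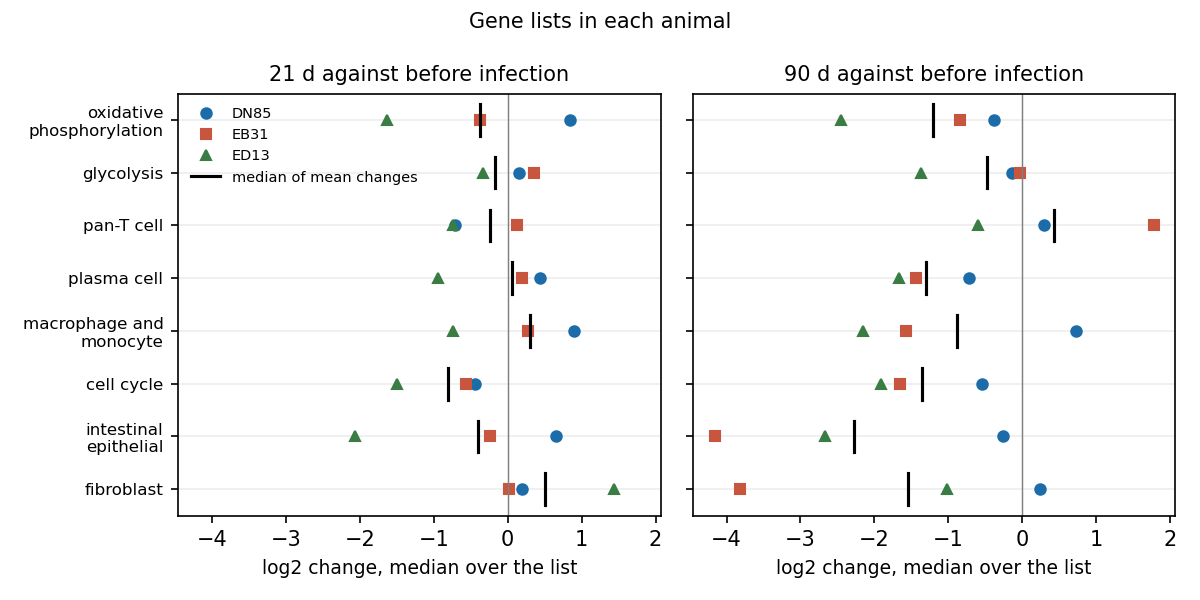
Median log2 change of 8 gene lists in each animal by the sample labels, 21 d and 90 d against before infection. Each symbol is the median over the measured genes of a list in 1 animal (DN85 circles, EB31 squares, ED13 triangles), and the black bar is the median of the mean changes of the 3 animals.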

The rest of the genes fell into the following categories: cellular transport (8%, n = 76), immune defense/inflammation (6%, n = 56), cell division/differentiation (4%, n = 39), cell adhesion/migration (4%, n = 38), regulation of cellular cytoskeleton (2%, n = 22), translation (3%, n = 23), DNA replication/repair (2%, n = 14) and apoptosis (2%, n = 20) (Fig. 5).

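CD86, the costimulatory ligand on antigen-presenting cells, was 4.26-fold lower at 90 d as Tables S1 and S2 group the arrays, CXCL8, the neutrophil chemoattractant, 3.89-fold, IL1R2, the decoy receptor for IL-1, 2.98-fold, MAMU-DOA, which tunes peptide loading of MHC class II in B cells, 2.41-fold and NFATC1 2.16-fold, in another probe set than the one listed as higher at 21 d. CD4 stood at 0.82 on the log2 scale there, the T cell costimulatory receptor gene CD28 at 0.04, the brake on Toll-like receptor signaling IRAK3 at 0.54 and the sensor of single-stranded RNA TLR8 at 0.30. The sheet holds no probe set with the symbol of these 4 genes, CXCL8 or MAMU-DOA, so the one with the highest mean was read, which need not be the paper's. By the labels CXCL8 was -2.27 (SE 1.26; 2.27, -7.56 and -1.53 in DN85, EB31 and ED13) and CD4 1.25 (SE 0.59; 0.52, 1.75 and 1.48). CD86, MAMU-DOA and TLR8 stood at -0.88, -0.75 and -0.26, and NFATC1, CD28, IL1R2 and IRAK3 at 0.52, 0.39, 0.31 and 0.23. The 90 d array of EB31, in no group of the tables, gave -2.72 for CD86, -0.20 for MAMU-DOA, -1.40 for TLR8, 1.28 for NFATC1, 0.86 for CD28, 1.79 for IL1R2 and -0.11 for IRAK3. The adjusted p of CD86 in limma was 0.543 in the grouping of the tables. CD59, CD93, TICAM2 and the T cell receptor beta locus are not named in the annotation used here.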

Interestingly, a considerable number of downregulated genes were associated with T cell signaling and activation such as *CD28, CD4, CD59, CD86, CD93, T-cell receptor beta chain V region CTL-L17, NFATc1* and innate immune responses such as Toll-like receptor (TLR) signaling (*IRAK3, TLR8, Toll like receptor adaptor molecule 2*), *major histocompatibility complex-DO alpha*, *interleukin 1 receptor*, including the proinflammatory/anti-HIV neutrophil chemoattractant *IL-8*. Together with the decline in CD4^+^ T cell numbers, the downregulation of *TLR8*, *IL-8* and *HLA-DOA* expressed on macrophages/dendritic cells and B cells, respectively, suggests generalized immune dysfunction that can in due course lead to immune exhaustion.

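Macrophage and monocyte genes fell at 90 d in both groupings, by medians of -1.26 and -0.88 on the log2 scale (camera adjusted p = 0.00463 and 0.0371, against 0.935 and 0.745 with an estimated correlation), from 0.72 in DN85 by the labels to -2.15 in ED13. Without the EB31 and ED13 arrays before infection, of low RNA integrity, a setting chosen after the values were seen, their median was 0.18 by the labels. Only the DN85 array then remains before infection, and DN85 alone stood at 0.72, so the turned sign does not test RNA integrity. MHC class II genes, which present antigen to CD4 T cells, fell in the grouping of Tables S1 and S2 by -1.74 over 9 genes (adjusted p = 0.0338, and 0.935 with an estimated correlation), where adjustment over the list alone called 2 of them. By the labels they stood at -0.61 (adjusted p = 0.597), with 0.02 in EB31, the animal the tables leave out at 90 d. Pan-T cell genes stood at -0.32 in the grouping of the tables (adjusted p = 0.792) and rose by 0.43 by the labels (adjusted p = 0.00257, and 0.664 with an estimated correlation), with 0.29 in DN85, 1.77 in EB31 and -0.60 in ED13. By the labels epithelial, fibroblast and smooth muscle genes stood at -4.16, -3.82 and -2.47 in EB31. They were also lower in ED13 (-2.67, -1.02 and -2.78), where pan-T cell genes did not rise. T cell activation and exhaustion receptors had medians of -0.46 and -0.42 (adjusted p = 0.807 and 0.878), Toll-like receptor and LPS response genes of -0.49 and -0.22 (0.759 and 0.657) and type I interferon-stimulated genes of -0.03 and -0.28, called upward in the grouping of the tables (adjusted p = 0.043, and 0.935 with an estimated correlation) and not by the labels (0.867). From the lower TLR8, CXCL8 and HLA-DOA, set beside the loss of CD4 T cells, the paper proposes an immune dysfunction that can end in exhaustion. The lists count transcripts of mixed cells, and a loss of macrophages from the sample gives the same lower values as a loss of their transcripts.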

## Discussion

The intestine is a complex organ with multiple functional and structural elements made up of diverse cell types that closely interact with each other to perform complex functions with the single main objective of maintaining homeostasis [38]. Intestinal homeostasis is drastically altered during HIV/SIV infection as a result of massive loss of mucosal CD4^+^ T cells which then leads to structural and functional damage [7]–[9]. This sets the stage for development of a vicious cycle involving increased epithelial permeability, microbial translocation, localized inflammation, and localized and systemic immune activation [10]. Even though several previous high throughput studies have attempted to elucidate the molecular mechanisms, successful elucidation of the initiating and perpetuating mechanisms can be challenging in light of the marked shifts in cellular populations (loss of CD4^+^ T cells) limited primarily to one compartment (lamina propria) of the intestine (Fig. 1B&C). Tissue or sample complexity has long been recognized as a key factor influencing the success of a microarray experiment [39]. Accordingly, in whole tissues, changes in expression of key genes can be diluted or neutralized by unequal contribution of transcripts from multiple tissue compartments or cell types [39]. Secondly, valuable information can also be lost or masked due to differential regulation of gene expression within individual cell populations representing distinct tissue compartments (eg lamina propria vs. epithelium) [39]. As the different mucosal compartments in the intestine have their own function and accordingly a different and independent gene expression profile we have focused on LPLs in this manuscript for the following reasons. First, the LPLs offer a key line of defense to invading pathogens and foreign antigens. Second, this compartment contains the largest population of target cells for HIV/SIV infection [1]–[2]. Third, this compartment actively participates in mediating uncontrolled inflammation [12]–[13] that can lead to epithelial barrier disruption, a hallmark of untreated HIV/SIV infection. Fourth, our previous studies on proinflammatory signaling identified both lymphocytes and macrophages to be the major cell types associated with dysregulated signaling of the JAK-STAT3-C/EBPβ pathway [12]–[13]. Using this novel approach, apart from the broad range of innate immune mechanisms common to persistent inflammatory conditions our findings provide significant new clues on the potential mechanisms underlying critical pathogenic events such as immune cell activation, B cell dysfunction, microbial translocation, target cell recruitment and attenuated mitochondrial antiviral signaling.

Acute HIV/SIV infection is accompanied by explosive viral replication and severe CD4^+^ T cell destruction in mucosal tissues, particularly, GI associated lymphoid tissue (GALT) [2]–[6]. Interestingly, the critical pathogenic events such as immune cell activation, differentiation, expansion, migration, and activation of innate defense responses as well as counterbalancing anti-inflammatory responses were clearly reflected in the detailed transcriptional profile we generated from the LPL compartment at 21d PI. Immune cell activation (T, B, macrophages and other cells) and subsequent proliferation is dependent on increased transcription of new genes mediated by the activation of specific transcription factors [40]–[41]. This is clearly evident from the significant upregulation of several transcription factors in LPL's during acute infection, namely, *NFATc1*, *STAT5A*, *ESE-1*, *AHRNT* and *ERβ*. Among these *NFATc1* [42] and *STAT5A* [43], are known to regulate early processes in T cell activation. Activation of *NFATc1* in response to CD3 and CD28 co-stimulation is required for T cells to execute their effector functions including transcription of the *IL-2* gene that controls most of the early lymphocyte proliferative responses [44]. Signaling via *STAT5A*, a downstream transcription factor activated by IL-2, IL-12, IL-15 and IL-21, is required for cell cycle progression and clonal expansion of T cells [43]. Similarly, *E74 like factor-3 or ESE-1*, an ETS domain transcription factor with, at least, 30 members is induced in cells of the monocyte-macrophage lineage in response to inflammatory cytokines and lipopolysaccharide [45]. Further, *ESE-1* has been shown to enhance the transcription of proinflammatory proteins such as nitric oxide synthase [46] and angiopoietin [47]. Finally, *ERβ* is predominantly expressed in B cells and its engagement promotes B cell activation and survival [48]. The increased expression of select transcription factors with established roles in immune function suggests widespread immune activation in response to a rapidly replicating virus and is consistent with prior studies [15]–[17].

Lately, the activation of aryl hydrocarbon receptor (*AHR*) and its heterodimeric partner aryl hydrocarbon receptor nuclear translocator (*AHRNT*) has been shown to impact anti-viral immune defenses [49]. AHR activated in response to environmental signals translocates to the nucleus as a receptor-ligand complex, dimerizes with *AHRNT* after which the heterodimer binds to xenobiotic response elements on the DNA and induces the transcription of genes such as CYP1A1 [49]. Preliminary evidence from studies using the mouse model of human influenza A revealed suppressed lymphocyte responses and increased inflammation in the affected lung in response to AHR activation. Unfortunately, there is no information available on the role of *AHR* and *AHRNT* in HIV/SIV infection. However, given that LPS treatment markedly increased *AHR* and *AHRNT* mRNA expression in murine B cells and splenocytes [50], it is possible that low level LPS translocation from a leaky intestinal epithelial barrier early in infection might provide the stimulus for AHRT gene activation. Even though transcription factors for the most part regulate transcription, this process is largely dependent on the availability of a transcriptionally permissive chromatin. The increased expression of *p300/CBP-associated factor (PCAF)*, a histone acetylase [51], and *v-maf*, a transcriptional co-activator [52] that recruits *PCAF* to the gene promoters satisfies this critical requirement so that enhanced gene expression during immune cell activation can be successfully accomplished. Lastly, in addition to transcription factors, increased expression of gelsolin (actin regulatory protein) [53] and moesin (link proteins to the actin cytoskeleton) [54], two proteins that play critical roles in regulating the actin cytoskeleton during T cell activation and polarization further points toward immune cell activation early in SIV infection.

Apart from *STAT5A*, at least, six other differentially expressed genes, namely, *IL-12Rβ2*, *IL-21*, *IL-10*, *SOCS-1*, *cardiotrophin-like cytokine factor 1* and *oncostatin M* coupled to the JAK-STAT pathway were significantly up-regulated in LPL's during acute infection. *IL-12Rβ2* is expressed on activated T cells and is the predominant receptor that transduces IL-12 signals to effect a Th1 type immune response by activating STAT4 [55]. Apart from *IL-12Rβ2*, another gene that showed enhanced expression was *IL-21*, a pro-inflammatory cytokine that belongs to the common γ-chain-dependant family of cytokines [56]–[57]. *IL-21* has been shown to regulate the differentiation and function of effector CD4^+^ T helper cells, promote B cell differentiation and immunoglobulin production, and stimulate NK cell and CD8^+^ T cell cytotoxic function [56]–[57]. Further, *IL-21* can inhibit inducible T regulatory cell (Tregs) differentiation and reduce the ability of CD4^+^ T cells to respond to Treg-induced immunosuppression [56]–[57]. Furthermore, *IL-21* is required for Th17 cell differentiation and stimulates the expression of matrix degrading metalloproteases by intestinal fibroblasts and epithelial cells [56]–[57]. Serum levels of *IL-21* are significantly reduced in HIV-infected individuals early in infection and positively correlated with CD4^+^ T cell counts [58]. Since the primary source of IL-21 has been reported to be CD4^+^ T cells, the increased expression of this cytokine at this time point is puzzling and at the same time interesting as intestinal CD4^+^ T cells and Th17 cells are massively depleted as early as 21 d PI [2], [25]. Nonetheless, NK cell numbers markedly increase during acute SIV infection [59] and have been reported to be an alternative source of IL-21 [60]. The enhanced expression of IL-21 *in vivo*, in the GALT early in infection might serve as a transient immune enhancing mechanism to restore the massively depleted CD4^+^ T and Th17 cell populations. Other JAK-STAT activating cytokines such as *cardiotrophin like factor 1* can activate B cells [61]. *Oncostatin M* has been demonstrated to suppress colitis in DSS treated mouse models [62]. SOCS proteins negatively regulate the JAK-STAT pathway and the increased expression of SOCS-1 ensures that signaling via the JAK-STAT pathway does not remain constitutively active [36]. From these observations it is clear that activation of the JAK-STAT pathway occurs early in infection and provides a direct mechanism to stimulate processes such as cell activation, proliferation and differentiation that are critical to an immune response.

The success of a rapid inflammatory response is to a great extent reliant on the host's capacity to recruit immune/inflammatory cells to the site of viral replication/insult. Cell adhesion molecules such as *integrin alpha L (CD11a)* and *PECAM 1 (CD31)* play important roles in leukocyte recruitment via interactions with endothelial cells [63]–[64]. The integrin alpha chain (CD11a) in combination with the beta chain forms the functional *CD11a* molecule which serves as a receptor for Intercellular adhesion molecule 1 and 2 (ICAM) expressed mostly on endothelial cells [63]–[64]. Similarly, *PECAM-1* expression on leukocytes facilitates their directional migration along a chemokine gradient to inflammatory sites [65]. Taken together, the simultaneous up-regulation of both *CD11a* and *CD31* would suggest the presence of an active inflammatory response, a process that contributes directly to immune activation.

Another hallmark of T cell activation is that, naïve T cells reprogram their metabolism by switching from oxidative phosphorylation (OXPHOS) to glycolysis to meet their increasing energy demands to carry out various biosynthetic processes [22]. Consistent with this finding, we observed the downregulation of ∼57 genes encoding proteins belonging to the OXPHOS pathway. Unlike C/EBPβ, C/EBPα expression is significantly downregulated by inflammatory cytokines including lipopolysaccharide [28]. In agreement with the above finding, the decreased expression of C/EBPα observed in the present study indirectly indicates activation of inflammatory cytokine signaling in the LPL during acute SIV infection. Further, we observed significant down-regulation of two novel molecules with antiviral properties, namely, *IL-17D* or *IL-27* and *IL-28B* [26]–[27]. *IL-17D* or *IL-27* exerts its anti-viral effect by inducing a gene expression profile similar to that of IFN-α which includes APOBEC3G, an endogenous anti-viral protein [26]. Similarly, *IL-28B* was recently shown to increase granzyme B loading and potentiate CTL killing function in macaques [66]. To our knowledge, these novel observations uncovered by minimizing tissue complexity have not been reported previously *in vivo* and provide more evidence for T cell activation and increased susceptibility to GI related opportunistic pathogens early in infection.

The day 90 time point yielded the maximum number of differentially expressed genes (n = 1556). Similar to the acute stage, expression of transcription factors, namely, *ESE-1*, *AHRNT* and *STAT5A* continued to remain elevated during the chronic stage. Another markedly up-regulated transcription factor, *HNF-4α*, has been previously shown to be expressed abundantly by peritoneal macrophages where it induced the expression of fibroleukin, a protein linked to the pathogenesis of hepatic failure [67]. The immune defense/proinflammatory genes, included the ubiquitous gene encoding for *lipopolysaccharide binding protein* (*LBP*), an acute response protein that is predominantly synthesized by the liver but also produced by other tissues including the intestine, possibly, by macrophages in response to the presence of LPS [68]. The finding is important as it not only provides indirect evidence of intestinal bacterial translocation but also adds credence to the microbial translocation theory proposed as a cause of chronic immune activation that drives progression to AIDS [10]. Interestingly, LPS also directly induces the expression of *ESE-1* [45], *AHRNT* [50] and *STAT5A* [69] which were also elevated. Apart from LBP, other notable proinflammatory genes showing enhanced expression were *CD38*, *CD70*, *CXCL11*, *chitinase1* and *natural cytotoxicity triggering receptor 2 (NCR2)*. *CD38* is a glycoprotein (ectoenzyme) expressed on activated T cells and also used as an activation marker for T cells [70]. Increased numbers of CD8^+^CD38^+^ T cells have been reported in chronic infection and coupled to disease progression in chronic HIV infection [71]–[72]. Interestingly, the activation marker density, number and proportion of CD8^+^CD38^+^ T cells has been shown to positively correlate with viral load in acute [70] and chronic HIV infection [73]. *CD70*, also known as *tumor necrosis factor (ligand) superfamily, member 7*, is expressed abundantly on activated T cells of HIV-infected patients [31]. It has been reported to contribute directly to hypergammaglobulinemia in HIV-infected patients by stimulating memory B cells via *CD27* and promoting their differentiation into plasma cells that subsequently produce elevated levels of immunoglobulin [31]. Overexpression of *CD70* in transgenic mice resulted in depletion of naïve T cell pools in the spleen and lymph nodes due to their continuous differentiation into effector T cells via *CD70*-*CD27* interactions [32]. These mice died of *penumocystis carinii* pneumonia, a hallmark of T cell immunodeficiency even in the absence of a lentiviral infection [32]. The chemokine, *CXCL11* is induced by interferons in a proinflammatory environment and plays a central role in recruiting CCR5/CD4^+^ T cells to HIV infected antigen presenting cells (macrophages and dendritic cells) and also their retention in lymph nodes of HIV-infected individuals [33]. The elevated expression of CXCL11 (∼14-fold) detected at 90 d and 6 months post SIV infection (figure 4) represents a robust host response that is effectively exploited by the virus to ensure constant recruitment of target cells to the intestinal lamina propria, a major site of viral replication.

Similarly, *chitinase1* expression is considerably increased in macrophages in inflamed tissues [74]. Also, *NCR2* is expressed on NK cells and activation of this receptor results in increased efficiency of NK cell function [75]. Additionally, *JNK3*, also known as *stress activated protein kinase* is a proinflammatory transcription factor activated by cytokines like TNF-α, IL-1β, growth factors and a variety of environmental stresses [76]. Its increased expression is well documented in colonic lamina propria cells of inflammatory bowel disease patients [77]. Lastly, the identification of *NLRX1*, a recently described regulator of mitochondrial antiviral immunity is yet another important new finding to emerge from this study. *NLRX1* was shown to inhibit anti-viral cytokine responses mediated through RIG-like helicase family of intracellular receptors and the mitochondrial anti-viral signaling (MAVS) adaptor [78]. siRNA induced knockdown of *NLRX1* promoted virus-induced type I interferon production and decreased viral replication [78]. Future studies are definitely required to further understand the role of *NLRX1* in HIV/SIV replication as it has a high potential to serve as a therapeutic target for decreasing viral replication. Collectively, the transcriptional signature at viral set point is suggestive of marked B cell dysfunction, increased expression of proinflammatory molecules, negative regulation of anti-viral signaling and widespread T cell activation, most likely, in response to translocation of intestinal bacteria and bacterial products.

Gene expression for several components of the T cell signaling pathway was considerably decreased during chronic infection. These included *CD28, CD4, CD59, CD86, CD93, interleukin 1 receptor, T-cell receptor beta chain V region CTL-L17, NFATc1, and c-type lectin domain family 2, member B (IFN-alpha-2b-inducing-related protein 1)*. Downregulation of *CD28* has been previously reported to occur in lymphoid tissues of HIV-infected patients who progressed to AIDS [79]. The decreased expression can be directly attributed to a combination of CD4^+^ T cell loss and decreased expression of genes in immune cells due to a dysfunctional immune response.

Interestingly, several immune mediators expressed exclusively by macrophages and B cells showed markedly reduced expression during chronic infection. These included the two pathogen recognition receptors *c-type lectin domain family 7*, *member A (DECTIN1)*, *TLR8*, their signaling components (*IRAK3, TLR8, Toll like receptor adaptor molecule 2*), *proinflammatory chemokines IL-8*, *CCL18*, *major histocompatibility complex class II*, *DO alpha* and *SOCS-3*. DECTIN1 and TLR8 are pattern recognition receptors that specifically recognize β-glucans [80] and single stranded RNA on bacteria/fungi and viruses, respectively [81]. Activation of *TLR8*, which is highly expressed on B cells, macrophages and immature dendritic cells, can suppress HIV-1 replication in lymphoid tissue of tonsillar origin [82]. Also, *IL-8*, a chemoattractant for neutrophils, basophils and T cells, was recently reported to inhibit HIV replication in PBMCs and ectocervical tissues [83]. While the mechanisms remain unclear, the downregulation of *IL17D* or *IL-27* (also downregulated in acute infection) might partially explain the reduced *IL-8* expression observed later in infection. Given the evidence that *IL-17D* can stimulate *IL-8* production [84], the continual destruction of Th17 cells throughout SIV infection [25] might abolish this stimulus leading to reduced *IL-8* production by GALT. Similarly, *CCL18*, a chemokine also synthesized by macrophages is a chemoattractant for naive T cells, CD4^+^ and CD8^+^ T cells and nonactivated lymphocytes [85]. Further, the reduced expression of *HLA-DOA*, a MHC class II molecule expressed on B cells suggests diminished immune responses (antigen presentation) during chronic infection [86]. Lastly, the downregulation of *SOCS3* a negative regulator of several cytokines that activate the JAK-STAT and TLR pathways suggests dysregulation resulting in constitutive activation of proinflammatory cytokine signaling [36]. On the whole, the reduced expression suggests continual T cell destruction without reconstitution, diminished innate immune mechanisms, and markedly dysregulated macrophage and B cell function, the latter well known to be major features of chronic HIV infection.

In summary, our findings provide significant new knowledge pertaining to the complex molecular events that unfold in the LPL compartment of the intestine during acute and chronic SIV infection. More importantly, minimizing tissue complexity enabled the successful *in vivo* identification of interesting transcriptional signatures associated with key pathogenic events occurring in the GALT separately at 21 and 90 d post SIV infection. These include significant new clues to the possible mechanisms underlying B cell dysfunction (*CD70, GPR183, AICDA*), T cell activation (*CD6, Semophorin 7A, reduced expression of genes linked to OXPHOS/Citric acid/TCA cycle*), macrophage dysfunction (*chitinase, DECTIN1, TLR8, CCL18, IL8*), antiviral signaling/activity (*IL17D, IL28B, NLRX1, CCL3, peroxiredoxin*), lymphocyte apoptosis (*FASTK*) and microbial translocation (*LBP, AHRNT, C/EBPα, ESE-1, STAT5A*). Interestingly, the increased expression of *ESE-1, STAT5A, AHRNT, LBP* coupled with decreased expression of *C/EBPα* indirectly suggests that microbial translocation is occurring early in infection even though data from peripheral blood show modest evidence of elevated LPS in circulation. Future studies involving flow cytometry, *in situ* hybridization and immunofluorescence are required to validate the specific cell types in the LPL compartment of the intestine that express these differentially expressed genes. This will significantly help streamline future research efforts on key molecules/signaling pathways of interest to HIV/SIV pathogenesis. Similar high throughput studies encompassing the intestinal epithelium, intraepithelial lymphocytes and fibrovascular stroma in the immediate future will add additional insight into the molecular mechanisms underlying GI dysfunction.

## Materials and Methods

### Ethics statement

All experiments using rhesus macaques were approved by the Tulane Institutional Animal Care and Use Committee (Protocol 3267-B00). The Tulane National Primate Research Center (TNPRC) is an Association for Assessment and Accreditation of Laboratory Animal Care International accredited facility (AAALAC #000594). The NIH Office of Laboratory Animal Welfare assurance number for the TNPRC is A3071-01. All clinical procedures, including administration of anesthesia and analgesics, were carried out under the direction of a laboratory animal veterinarian. Animals were anesthetized with ketamine hydrochloride for blood collection procedures. Intestinal resections were performed by laboratory animal veterinarians. Animals were pre-anesthetized with ketamine hydrochloride, acepromazine, and glycopyrolate, intubated and maintained on a mixture of isoflurane and oxygen. Buprenorphine was given intra-operatively and post-operatively for analgesia. All possible measures are taken to minimize discomfort of all the animals used in this study. Animals were closely monitored daily following surgery for any signs of illness such as anorexia, lethargy, diarrhea, vomiting, and dehydration. Appropriate medical care was implemented if any of these signs of illness were noted. Rhesus macaques can develop a fatal AIDS-like disease after infection with SIV. If euthanasia was required in the judgment of the TNPRC veterinary staff, animals were euthanized in accordance with the recommendations of the panel on Euthanasia of the American Veterinary Medical Association. Tulane University complies with NIH policy on animal welfare, the Animal Welfare Act, and all other applicable federal, state and local laws.

### Animals and Tissue Collection

Serial resection biopsies (∼6–8 cm long) of jejunum were collected from three Indian-origin rhesus macaques prior to infection and 21 and 90d after infection with SIVmac251 for microarray studies. For quantitative RT-PCR studies jejunal tissues from six additional SIV infected macaques and six uninfected control macaques were also examined.

### Cell isolation from Intestinal resection segments

In order to determine the impact of high viral replication and massive CD4^+^ T cell loss on the intestinal mucosa we conducted a longitudinal study to assess genome wide changes in gene expression profiles during SIV infection using Affymetrix (Santa Clara, CA) rhesus macaque arrays that contain about 54,675 capture probes. To minimize information loss and to make the starting material less complex we separated the intestinal epithelial cells from the underlying LPLs and fibrovascular stroma. Finally, the intra epithelial cells (IELs) were separated from the epithelial cells and changes in gene expression were analyzed in all 4 compartments separately. In order to successfully separate all 4 tissue compartments and ensure the availability of sufficient starting material we obtained intestinal resection segments (6–8 cm long) from the jejunum instead of pinch biopsies. To prioritize our efforts we have in the present communication focused on the changes occurring in the LPLs at 21 and 90 days after SIV infection. Comparisons in gene expression were made to resection segments collected from the same animal 6 weeks prior to SIV infection. While profiling gene expression in a single cell is the gold standard, performing such an analysis on the intestine can be a very painstaking process due to the fact that the intestine in its entirety comprises, at least, 20–25 different cell types. Accordingly, while the LPLs are enriched for lymphocytes (70–80%); this population also contains small numbers of macrophages, dendritic and plasma cells.

Briefly, surgical resection segments (6–8 cm long) for mRNA profiling studies were first incubated with vigorous shaking in Ca^++^Mg^++^ free-HBSS containing 1 mM EDTA for two 30-min incubations at 37°C to separate the intestinal epithelial cells [2], [87]. Following incubation, the epithelial cells in the supernatant were harvested by centrifugation at 500 g for 10 min followed by subjecting the cells to percoll density gradient centrifugation to separate IELs [2], [87]. After dislodging the epithelial cells the tissue segments were incubated twice for 30 minutes duration in RPMI1640 containing 20 U of collagenase per ml while rapidly shaking at 37°C to separate LPLs from the fibrovascular stroma [2], [87]. The tissue homogenates were subjected again to percoll density gradient centrifugation to separate LPLs from the fibrovascular stroma. The purified components were then used for flow cytometry and microarray hybridization as indicated below.

For quantitative RT-PCR confirmation studies described below, jejunal tissues from six SIV infected macaques (3 animals at 90d PI and 3 at 6 months PI) and six uninfected control macaques were processed similarly except that the tissue homogenates containing the lamina propria cellular population prepared after collagenase digestion were not subjected to percoll density gradient centrifugation and instead were used as such for total RNA extraction.

### Phenotyping blood and tissue mononuclear cells

Peripheral blood mononuclear cells (PBMCs) were isolated and processed as previously described [83]. PBMCs were collected by centrifugation over lymphocyte separation media. Cells (PBMCs and LPLs) were adjusted to a concentration of 10^7^/ml and 100 µl aliquots (10^6^ cells) were stained with appropriately diluted, directly-conjugated monoclonal antibodies to CD45RA fluorescein isothiocyanate (FITC), CCR5 and CD20 phycoeryrthrin (PE), CD8-peridinin chlorophyll A protein (PerCP) and CD4-allophycocyanin (APC) (all from BD Biosciences Pharmingen San Diego, CA). Samples were stained for 30 min in the dark at 4°C, fixed in 2% paraformaldehyde, and stored in the dark at 4°C overnight for acquisition the next day. Samples were acquired on a LSR II flow cytometry equipment (BD Biosciences) and analyzed with Flow Jo software (Treestar Inc, Ashland, OR). Samples were first gated on lymphocytes by forward and side scatter plots and then on CD4^+^ or CD8^+^ lymphocytes. Changes in CD45RA^+^/CCR5^−^ populations at the 21 and 90d timepoints were analyzed using the wilcoxon matched-pairs signed rank test.

### Microarray Hybridization and Statistical Analysis

Microarray-based profiling of genome wide changes in mRNA expression in LPL samples was performed using Affymetrix rhesus monkey GeneChips (U133A 2.0). RNA was isolated from the three LPL samples derived from intestinal resection seqments collected at 6 weeks before and at 21 and 90d post-SIV infection. Total RNA was used to synthesize double-stranded cDNA (Superscript Choice System; Life Technologies Bethesda Research Laboratories). The resulting cDNA was purified and used for *in vitro* transcription to produce biotin-labeled cRNA (BioArray HighYield RNA Transcription Labeling kit; Enzo Diagnostics). The biotinylated cRNA was cleaned (RNAeasy Mini kit; Qiagen), fragmented, and hybridized on GeneChips containing 54,675 probes sets, using standard protocols at a commercial GeneChip core facility (). Following three washes, individual GeneChips were stained with streptavidin-phycoerythrin (Molecular Probes), amplified using biotinylated anti-streptavidin (Vector Laboratories), and scanned for fluorescence (GeneArray Scanner; Hewlett Packard) measurement on a Microarray Suite 5.0 software (MAS 5.0; Affymetrix).

For data analysis, the Affymetrix CEL files (containing scanned images, together with absolute calls for each gene) were transferred to the S+ statistical module within the Spotfire DecisionSite for Microarray Analysis (TIBCO-Spotfire) program. Chips were normalized using the Robust Multichip Analysis (RMA) method, to stabilize MvA plots. This step was essential to eliminate any intensity-specific bias in probe-level data and to produce a matrix comprising of normally distributed data. Expression indices were reported as log (base 2) of change in gene-expression at either 21d or 90d time-points, relative to the 0 d baseline. Probe sets whose targets were not detected were removed from the data matrix. A Student's t test was then performed to identify genes expressed in a statistically significant manner (*P<0.05*). A fold change cutoff of ≥1.7-fold in all three NHPs was then applied, so as to only consider genes whose expression was perturbed in magnitude and in a statistically significant manner. The microarray data has been uploaded to Gene Expression Omnibus and the GEO accession numbers are GSM846893 through GSM846901.

Gene ontology/annotation analysis was performed using the DAVID (Database for Annotation, Visualization and Integrated Discovery) Bioinformatics Functional Annotation tool (http://david.abcc.ncifcrf.gov) [19]–[20] and GeneCards® (http://www.genecards.org/) [21] on all differentially (Up and Down) expressed transcripts.

### Quantitative Real-Time SYBR Green two-Step RT-PCR

Gene expression for CD70 and CXCL11 in the jejunal lamina propria cellular compartment of two SIV infected macaques was further evaluated by Quantitative Real-Time SYBR Green Two-Step RT-PCR assay (QRT-PCR) (ABI, Foster City, CA). Total RNA was extracted using the miRNeasy kit (Qiagen Inc, Valencia, CA) and reverse transcribed using the SuperScript. III First-Strand Synthesis System for RT-PCR kit following the manufacturer's protocol. Each QRT-PCR reaction (20 µl) contained the following: 2× Power SYBR Green Master Mix without uracil-N-glycosylase (12.5 µl), target forward and reverse primer (200 nM) and cDNA (4 µl). Forward and reverse primer sequence for CD70, CXCL11 and GAPDH is shown in Table 4. The PCR amplification was carried out in the ABI 7900 HT Fast PCR System (Applied Biosystems, Foster City, CA). Thermal cycling conditions were 95°C for 10 minutes followed by 40 repetitive cycles of 95°C for 15 sec, 60°C for 1 min. As a normalization control for RNA loading, parallel reactions in the same multiwell plate were performed using glyceraldehyde-3-phosphate dehydrogenase (GAPDH).

**Table 4:** Primer sequences used for real time Power SYBR Green Two-step RT-PCR.

Gene Name	Primer Sequence	Product size (bp)	Primer Concentration
CD70	For- 5′-TGACGGCATCTACATGGTCCACAT-3′Rev- 5′-GGTGGTGGTGTCTGGAGGTC-3′	77	200 nM
CXCL11	For-5′-ATGAGTGTGAAGGGCATGGCTA-3′Rev-5′-GAACATAGGGAAACCTTGAACAACCGTA-3′	75	200 nM
GAPDH	For-5′-TCCTGCACCACCAACTGCTTAG-3′Rev-5′-TGTGGTCATGAGTCCTTCCACGAT-3′	81	200 nM

Quantification of gene amplification following RT-PCR was made by determining the threshold cycle (C_T_) number for SYBR Green fluorescence within the geometric region of the semi-log plot generated during PCR. Within this region of the amplification curve, each difference of one cycle is equivalent to a doubling of the amplified product of the PCR. The relative quantification of target gene expression across treatments was evaluated using the comparative C_T_ method. The ΔC_T_ value was determined by subtracting the GAPDH C_T_ value for each sample from the target C_T_ value of that sample. Calculation of ΔΔC_T_ involved using the highest sample ΔC_T_ value (i.e., sample with the lowest target expression) as an arbitrary constant to subtract from all other ΔC_T_ sample values. Fold changes in the relative gene expression of target was determined by evaluating the expression, 2^−ΔΔ CT^. The data was analyzed using using RealTime StatMiner™ package, a bioinformatics software developed by integromics, on Spotfire DecisionSite.

## Supporting Information

Figure S1 **Percentages of B cells in the intestinal lamina propria prior to and at 21 and 90d after SIV infection.** The average CD20^+^ B cell percentages (dotted line) at 21 and 90d after infection were not statistically different from the pre-infection time point (p>0.05).
(TIF) Click here for additional data file.

Table S1 **The full list of differentially expressed genes showing statistical significance at 21 days after SIV infection with their affymetrix IDs, gene and functional annotation.** Tab 1: Up in 21d PI, Tab 2: Down in 21d PI, Tab 3: Up in 21d compared to 90d PI.
(XLSX) Click here for additional data file.

Table S2 **The full list of differentially expressed genes showing statistical significance at 90 days after infection with their affymetrix IDs, gene and functional annotation.** Tab 1: Up in 90d PI, Tab 2: Down in 90d PI, Tab 3: Up in 90d compared to 21d PI.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

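RNA was measured in lamina propria leukocytes of the jejunum from 3 rhesus macaques (DN85, EB31 and ED13) before infection and at 21 and 90 d after SIVmac251, on 9 Affymetrix rhesus macaque arrays, 1 per animal and time. The authors scaled and log-transformed the probe-set signals, and the deposited values are log2 signals of 52865 probe sets with a single median for all arrays, which were used as deposited. The paper's methods name MAS5 as the software of the scan and state normalization by RMA in S+ and Spotfire DecisionSite. The submitters' processing notes also name MAS5, and no release beyond that name is given in the sources used here. Base 2 was settled from the folds printed in Tables S1 and S2. Detection calls are not used here, and 0 of the value columns were left unused. The flow cytometry and RT-qPCR of the paper are not analysed here.

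A gene symbol was taken from the array annotation and checked by Entrez ID against the annotation of the macaque assembly T2T-MMU8v2.0, used for names alone. By this route 24969 probe sets carry 1 symbol, 361 several and 27535 none. The reference holds 24629 of the symbols under the same Entrez ID, and 0 were renamed. After 158 control probe sets were left out, 52707 were tested, and 14132 genes had a probe set annotated to them alone. For a gene of the paper the probe set listed in Tables S1 and S2 was taken, or the one with the highest mean where none was listed. Of the 120 genes and comparisons the paper names, 97 had a probe set with that symbol. Some genes the paper names are not reported here.

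By the labels, limma 3.58.1 in R 4.3.3 fitted time with the animal as a block, which leaves 4 residual degrees of freedom, and eBayes with a mean-variance trend. The comparisons were 21 d and 90 d against before infection and 90 d against 21 d. Adjusted p is that of Benjamini and Hochberg over all tested probe sets, called under 0.05. The study criterion is an unadjusted p of at most 0.05 with a mean change of at least 1.7-fold, in limma or in the methods' test, which was run paired and unpaired.

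The printed p-values of Tables S1 and S2 were compared with those of the methods' unpaired test for 4956 groupings of the arrays. The grouping that returned them has 3 arrays before infection, 3 at 21 d and 2 at 90 d, and it was fitted in limma without the animal as a block. It was found after the values had been seen and uses no outcome of the comparisons other than the printed p-values. Arrays of the same animal correlated with a median of 0.816 and arrays of the same time with 0.814, against 0.792 for pairs sharing neither. Within a comparison the correlation between arrays of one animal, after the mean of each time was removed, ran from -0.05 to 0.31 and was the highest of those tried in 4 of 9 cases.

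Camera in limma tested 28 gene lists against all other genes, with 1 probe set per gene (the highest mean), a preset inter-gene correlation of 0.01 and adjusted p over the 28 lists. The lists are oxidative phosphorylation, the citric acid cycle, glycolysis, cytosolic ribosomal proteins, the proteasome, pan-T cells, CD4 T helper cells, cytotoxic T and NK cells, B cells, plasma cells, macrophages and monocytes, MHC class II, dendritic cells, type I interferon-stimulated genes, the cell cycle, JAK-STAT, inflammatory cytokines and chemokines, Toll-like receptor and LPS response, T cell activation and exhaustion receptors, apoptosis, intestinal epithelium, fibroblasts, smooth muscle, endothelium, mast cells and eosinophils, neutrophils, red blood cells, and tissue dissociation and heat shock. They were written from general knowledge of each cell type or pathway, with the names of Tables S1 and S2 already seen. A list's median, its count of genes and its adjusted p are given, with adjusted p also for an estimated correlation and for fry. Adjustment over a list alone used the limma p-values of its members.

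Genes named in the text are those the paper names, the 10 probe sets with the largest rise and the 10 with the largest fall in each comparison among those at unadjusted p of at most 0.05, above the median signal and moving one way in all 3 animals, and up to 4 members of each list with the largest change, with PTPRC, ACTB and GAPDH. Any other gene is marked where it is named.

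Alternatives were a fit without the block, quantile normalization, only probe sets above the median mean, a floor at the 20th percentile, eBayes without the trend, only the 6 arrays of the times compared, arrayWeights, leaving out each animal in turn, the methods' test, 1.7-fold in each animal, the highest-mean probe set, the mean of all probe sets of a gene, camera with an estimated correlation, and fry. The fit was tested on simulated data with 2-, 4- and 16-fold changes in 200 probe sets and with 10 sets of arrays without change. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Precision is set by 3 animals with 1 array each per time, and the SD of the change between animals had a median of 0.74 on the log2 scale at 21 d, 0.996 at 90 d and 0.972 between the later times.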

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

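The tests of the 90 d array of ED13, of RNA integrity at 90 d and of cells carried into the preparations were chosen after the results were seen.

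Between 21 d and 90 d, 13 gene lists differed by camera when the arrays were grouped by their labels, which is what singled them out here. Lower at 90 d than at 21 d were macrophage and monocyte genes (-1.43 on the log2 scale), fibroblast genes (-1.75), epithelial genes (-1.77), smooth muscle genes (-1.71), plasma cell genes (-1.10), tissue dissociation and heat shock genes (-1.01), MHC class II genes (-0.93), oxidative phosphorylation (-0.83), glycolysis (-0.58), inflammatory cytokines and chemokines (-0.57) and cell cycle genes (-0.51). Pan-T cell genes were higher by 0.48 and B cell genes by 0.45. Camera on the grouping of Tables S1 and S2 called 3 of the 13, the macrophage (-1.43, adjusted p = 9.6e-07), fibroblast (-1.06, 0.0129) and smooth muscle lists (-1.98, 6.3e-08), 8 were no longer called and pan-T and B cell genes changed sign. With an estimated correlation 0 of the 13 were called (smallest adjusted p 0.680).

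Lists the paper does not discuss, apart from its cell division and DNA replication classes, were also called against before infection by the labels. At 21 d these were cell cycle genes (-0.81), and, higher, smooth muscle (0.54), endothelial (0.52), fibroblast (0.51) and neutrophil genes (0.44). At 90 d they were epithelial (-2.28), fibroblast (-1.54), cell cycle (-1.35), dissociation and heat shock (-1.32), smooth muscle (-1.31) and plasma cell genes (-1.30), and, higher, the 4 measured red blood cell genes (0.79). The red blood cell rise lay mostly in ED13, at 1.69 in both groupings, whose 90 d array stands apart from the others. EB31 stood at 0.06 by the labels, and DN85 at -0.11 by the labels and 0.24 in the grouping of the tables. All 5 of the 21 d lists were called in the same direction in the grouping of Tables S1 and S2, with medians of -0.71, 0.37, 0.40, 0.57 and 0.29 (adjusted p = 0.00214 for the neutrophil list). EB31 and ED13 keep their 21 d comparison in both groupings, and the fibroblast rise rests on ED13, at 1.44 against 0.02 in EB31. For that list DN85 stood at 0.19 by the labels and at -0.05 in the grouping of the tables. At 90 d the epithelial (-1.52, adjusted p = 5.5e-06), smooth muscle (-1.41, 0.0143) and red blood cell lists (0.82, 0.0143) were called there, and the cell cycle (-0.75, 0.0722), plasma cell (-0.89, 0.24), fibroblast (-0.65, 0.807) and dissociation lists (-0.84, 0.694) were not. With an estimated correlation none of these 12 results was called, the smallest adjusted p being 0.837 at 21 d and 0.664 at 90 d by the labels. Adjusted over the list alone, limma called 28 of 42 epithelial genes and 10 of 34 cell cycle genes at 90 d by the labels, against 2 and 0 in the grouping of the tables.

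Epithelial, fibroblast and smooth muscle genes at 90 d were weighed together, as the 3 lists were lower by the labels in EB31 (-4.16, -3.82 and -2.47) and ED13 (-2.67, -1.02 and -2.78). They did not move together in DN85 (-0.27, 0.24 and 1.40). In the grouping of the tables fibroblast genes were not called, with a camera test upward (adjusted p = 0.807). The 90 d array of ED13, which stands apart from the others, is argued against as the cause for the epithelial and fibroblast lists, since without it the fibroblast median was -1.56 and both were still called, and it stays open for smooth muscle, at -0.66 without it (adjusted p = 0.574). Low RNA integrity before infection is argued against as the whole cause, apart from epithelial genes in ED13. At 90 d against 21 d, which uses no array from before infection, the 3 lists stood at -3.98, -3.48 and -2.28 in EB31. Fibroblast and smooth muscle genes stood at -2.12 and -3.44 in ED13, whose 90 d array stands apart. The highest upper quartile of the 3 lists in both animals was -0.23, that of epithelial genes in ED13. Their median was -0.56 there against -2.67 from before infection. Ribosomal (-0.73), oxidative phosphorylation (-0.77) and proteasome genes (-0.66) were lower in that pair of arrays. RNA integrity therefore stays open for the epithelial fall in ED13. Without the 2 arrays smooth muscle stood at 0.11. Only the DN85 array then remains before infection, and DN85 alone stood at 1.40, so that value decides nothing. Fewer epithelial and stromal cells carried past the EDTA and Percoll steps meant to remove them into the 90 d preparations may explain the pattern in EB31 and ED13, but cannot be told apart from a change in the tissue, since DN85 reached a median of 1.40 for smooth muscle by the labels and its times differ between labels and tables. An effect of 90 d of infection on these cells is the biological explanation left open, and was not tested on its own.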

How the results depend on the processing

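The settings without the 90 d array of ED13, without the arrays of EB31 and ED13 before infection, and with the arrays grouped as in Tables S1 and S2 were chosen after the values had been seen, and the others were set before the data were examined.

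limma called 0 probe sets in each comparison under every alternative run, apart from leaving out an animal, where calls ranged from 0 to 3 at 21 d (3 without EB31), from 0 to 187 at 90 d (187 without DN85) and from 0 to 5 between the times (5 without EB31, 1 without DN85). With an animal left out, 2 animals and few degrees of freedom remain. Under the criterion the count at 21 d (2554) ranged from 1526 to 2864 with an animal left out, that at 90 d (3237) from 1814 to 5878 and that between the times (3755) from 3897 to 4226.

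At 21 d the count was 1596 with no replicate block. It was 1079 with probe sets above the median mean and 1452 with the floor, which remove or level dim probe sets, 5477 with the 6 arrays of the 2 times, 4815 with arrayWeights, 4847 without the 90 d array of ED13, 591 without the 2 arrays of low RNA integrity and 776 with the arrays grouped as in the tables. The methods' test gave 1260 paired, 1440 unpaired and 1277 unpaired in the grouping of the tables, and 1.7-fold in each animal gave 692. At 90 d it was 2045 without the 90 d array of ED13, 138 without the arrays of low RNA integrity, 626 and 1355 with the methods' test paired and unpaired, 1551 with the unpaired test in the grouping of the tables (limma in that grouping gave 4624) and 513 with 1.7-fold in each animal. Between the times it was 1634 above the median mean, 2001 with the floor, 1300 and 702 with the methods' test, 1004 with the unpaired test in the grouping of the tables (limma there gave 2557) and 1154 in each animal. Beyond the fewer arrays or probe sets, the cause was not tested.

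Camera called 6, 12 and 13 lists at 21 d, 90 d and between the times. With an estimated correlation and with fry it was 0, 0 and 0, and the cause was not tested. In the grouping of the tables 13 lists were called at 21 d and 3 between the times. Calls without the arrays of low RNA integrity are not given, as only the DN85 array then remains before infection. With an animal left out the counts ranged from 5 to 9, from 10 to 12 and from 7 to 11, and as few as 3 of the 6 lists at 21 d were kept (without ED13), 7 of 12 at 90 d and 6 of 13 between the times (both without EB31). Quantile normalization kept 6 of 6, 9 of 12 and 12 of 13 lists, the floor 6, 10 and 12, eBayes without the trend all of them, and the grouping of the tables 5, 6 and 3. Signs changed for 130 of 1344 list values, 9 of them past a threshold, and for 340 of 7096 values of named genes, 28 of them past one. These totals include settings that leave the changes themselves as they are, such as fry, eBayes without the trend and the methods' test. No sign can change there, so the shares are low in part by construction.

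Oxidative phosphorylation at 21 d ranged from -0.99 without DN85 to 0.23 without ED13, a reversal. It was also reversed without the EB31 and ED13 arrays before infection (0.60), as were epithelial genes at 21 d (1.12), macrophage (0.18) and smooth muscle genes at 90 d (0.11), TGFB1 at 21 d (-0.37), and DKK3 (-0.0099), CD79A (-0.064) and CCL18 (0.18) at 90 d without those arrays. That setting leaves only the DN85 array before infection, so these reversals rest on that array and do not test RNA integrity. Ribosomal proteins at 90 d were 0.31 without ED13. Grouping as in the tables reversed interferon-stimulated genes (0.18), HSPH1 (0.36 and 0.29), NDUFV3 (-0.084), PRDX2 (-1.59), MATR3 (0.12) and IL12RB2 (1.64) at 21 d, and IL1R2 (-1.58), CTSW (-0.67) and BAG3 (1.47) at 90 d. Between the times it reversed pan-T (-0.34) and B cell genes (-0.23), IL6ST (-0.0014), TRAT1 (-0.14), SH2D1A (-0.34), SDC1 (0.061), CTSW (-0.54), TNFRSF25 (-0.37), MS4A1 (-0.047) and OLFM4 (0.19). The highest-mean probe set reversed LOC692338 at 21 d (-0.45, for both of its probe sets), MBLAC2 (0.48), MAST2 (-1.23) and EEF2KMT (-0.59) at 90 d, and EEF2KMT (-0.82) and SPTBN1 (-0.22) between the times. Reversals at 21 d in the grouping of the tables follow from moving DN85, as the other animals keep their arrays there. At 90 d and between the times that grouping also drops the 90 d array of EB31, and its fit leaves out the animal block. Which of these changes reversed a result was not tested. For the other reversals, apart from another probe set being read, the cause was not tested.

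Signal over background was not separated by detection calls, and the floor at the 20th percentile, which levels dim probe sets, left the median of all genes at -0.11 at 21 d and -0.24 at 90 d. In the grouping of the tables, the means before infection of some named genes lay under the 5th percentile of the EB31 array there (5.92). They were NLRX1 (5.31), IL21 (5.73), ALOX5 (5.74), EGFR (5.79), SMAD6 (5.85) and SEMA7A (5.88). Their folds in that grouping therefore depend on how low each array reads.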

Differences from the paper's values

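The grouping of Tables S1 and S2, the setting without the 90 d array of ED13 and the setting without the arrays of EB31 and ED13 before infection were chosen after the values had been seen.

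Numbers of probe sets past the study criterion are set beside the paper's at a mean change of 1.7-fold and p of at most 0.05, whereas its methods ask for 1.7-fold in all 3 animals after undetected probe sets were removed, and no detection filter was used here. At 21 d 2006 probe sets were lower by the labels, against the paper's 858. Of the alternatives set before the data were examined, the fit without a block (1267), quantile normalization (890), probe sets above the median mean (649), the floor (884), the settings without DN85 (979) and without ED13 (1027) and the methods' test paired (860) and unpaired (975) lay within 1.5 times of it, and the others did not. At 90 d 735 were higher, against the paper's 434, within it without a block (474), above the median mean (400), with eBayes without the trend (642) and with the methods' test unpaired (321), and not with the others. Lower at 90 d were 2502, against the paper's 1122, within it without EB31 (1228), without ED13 (931) and with the methods' test unpaired (1034), and not with the others. Without the 90 d array of ED13, chosen after seeing the values, 1322 were lower at 90 d. With the methods' test in the grouping of Tables S1 and S2, chosen after seeing the values, the counts were 859, 436 and 1115. Of the 3824 listed probe sets found among the values, 3795 passed the criterion there and 29 were dropped.

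A fold is said to differ when it runs against the paper's direction, or lies both 1.5 times and more than the SD of the change between animals away from the paper's. Where the animals spread widely, a fold near 1 can therefore count as not differing or as within the paper's, which is no agreement. Of 88 folds compared, 25 differed by the labels, 11 of these no longer differed in the grouping of the tables and 14 did, and TLR8 differed in that grouping alone. For all 14 the sheet of that comparison and direction holds no probe set with the gene's symbol, so the one with the highest mean was read, which need not be the paper's. The same holds for IL17D, MAMU-DOA, TLR8 and SOCS3 below. No alternative set before the data were examined brought the following within the paper's folds, given in the paper's direction. At 21 d they were TAF5L (0.642, the paper's 2.2), MYOCD (0.541, the paper's 1.8), IKBKE (1.19, the paper's 2.9), BMP6 (0.843, the paper's 2.6) and IL17RE (0.532, the paper's 2.0). At 90 d they were CD28 (0.765, the paper's 3.9), CD4 (0.420, the paper's 3.3), IRAK3 (0.852, the paper's 2.6), MAMU-DOA (1.68, the paper's 5.5) and BATF3 (0.716, the paper's 3.3), and between the times TNFRSF10B (1.09, the paper's 2.2) and F2R (0.650, the paper's 2.1). MAMU-DOA (2.41) and BATF3 (1.99) no longer differed in the grouping of the tables, chosen after seeing the values and dropping 29 of 3824 listed probe sets found. Without the arrays of EB31 and ED13 before infection, also chosen after seeing the values, MYOCD (1.08) no longer differed. Only the DN85 array then remains before infection.

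For the remaining folds some of the alternatives set before the data were examined did not differ, and the others did. IL12RB2 was 0.932, the paper's 2.8, and did not differ with arrayWeights (1.36) or without DN85 (2.25). IL17D was 0.916, the paper's 1.8, and did not differ with arrayWeights (1.14) or without DN85 (1.31). PRDX2 was 0.983, the paper's 3.2, and did not differ with arrayWeights (1.34), without DN85 (2.48) or with the highest-mean probe set (1.04). CD40LG was 0.797, the paper's 2.8, within it without EB31 (1.52), TNFAIP2 was 0.872, the paper's 5.0, within it without ED13 (1.69), and CHD1 was 0.638, the paper's 2.0, within it without ED13 (1.01). ARHGEF2 was 0.779, the paper's 3.9, within it with arrayWeights (1.29) and without ED13 (1.52), and CXCL11 was 0.615, the paper's 2.4, within it without ED13 (1.06). CD109 was 1.14, the paper's 1.8, within it with quantile normalization (1.39), with the floor (1.20) and without EB31 (1.32). SEMA7A was 1.07, the paper's 3.4, within it with quantile normalization (1.26), without DN85 (1.73) and without EB31 (1.20). IL1R2 was 0.804, the paper's 3.0, within it without DN85 (1.06), without EB31 (1.34) and with the highest-mean probe set (1.65). NFATC1 at 90 d was 0.697, the paper's 2.2, within it with the highest-mean probe set (1.35), and WDR36 was 1.25, the paper's 3.7, within it without DN85 (1.96), without EB31 (1.41) and with the highest-mean probe set (1.90).

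In the grouping of the tables, chosen after seeing the values and dropping 29 of the 3824 listed probe sets found, IL12RB2 (3.11), IL17D (1.17), PRDX2 (3.02), CD40LG (1.77), CD109 (1.78), SEMA7A (3.38), IL1R2 (2.98), NFATC1 (2.16) and WDR36 (3.20) no longer differed. Without the 90 d array of ED13, chosen after seeing the values, TNFAIP2 (1.85) and ARHGEF2 (1.23) did not differ. Without the EB31 and ED13 arrays before infection, chosen likewise, ARHGEF2 (1.17) and CXCL11 (1.35) did not, with only the DN85 array left before infection.

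The paper gives DHX58 as higher at 21 d than at 90 d, and by the labels it was 0.48 on the log2 scale at 90 d against 21 d, while the grouping of the tables had it at -0.78. TLR8, which the paper gives as lower at 90 d, was 0.30 in the grouping of the tables and -0.26 by the labels, and SOCS3, given as higher at 21 d than at 90 d, was 0.09 and -0.40. CXCL11, given as higher at 90 d by array and by RT-qPCR, was lower in both groupings here in a probe set that the sheet does not list, and CD70, given as higher by array at 90 d and by RT-qPCR at 6 months, was higher in both. The paper's RT-qPCR used other macaques, with uninfected animals as controls, and cells not taken through the Percoll step. It is therefore no second measurement of these samples, and RT-qPCR directions do not settle which times DN85 has. The paper states more transcripts lower than higher at 21 d, and in the grouping of the tables the methods' test gave 859 lower and 418 higher, and limma 372 lower and 404 higher.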

Other observations

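The tests of the printed p-values of Tables S1 and S2 were chosen after the values had been seen.

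Among abundant epithelial transcripts, picked after their values were seen, SPINK1, a trypsin inhibitor of enterocytes and goblet cells, and AGR2, the folding factor of mucins, had mean signals of 14.5 and 13.9 before infection by the labels, and at 90 d stood at -3.20 and -3.33 on the log2 scale. AGR2 was -1.65 at 90 d in the grouping of Tables S1 and S2, and ALPI, the brush border phosphatase, was -1.93 there and -3.29 by the labels. Fibroblast transcripts COL1A2 and DCN, of the collagen matrix, stood at -1.35 and -1.13 in the grouping of the tables and at -2.56 and -2.53 by the labels, with -5.59 and -6.24 in EB31, and the smooth muscle transcript ACTG2 at -2.08 and -2.64. No gene of these 3 lists belongs to another list. Between the later times TAGLN, a smooth muscle actin-binding protein, was -3.23 and -3.96, the trypsin gene PRSS2 -1.24 and -3.94, and IL1B, the pyrogenic cytokine, -1.91 and -3.47.

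Plasma cell transcripts SDC1 (CD138) and JCHAIN, which joins IgA, were -1.03 and, as a fold, 0.501 at 90 d in the grouping of the tables and -2.43 and 0.253 by the labels, while the B cell receptor gene CD79A was 1.07 and 1.74. MS4A1 (CD20) was 2.81 higher at 90 d than at 21 d by the labels and 0.40 in the grouping of the tables, in the 1 of its probe sets with the largest change by the labels. The mitotic genes TOP2A and ASPM were -0.96 and -1.34 at 21 d in the grouping of the tables, and -1.83 and -1.67 by the labels. With the grouping of the tables given first and the labels second, PTPRC (CD45), carried by all leukocytes, was 0.08 and -0.92 at 21 d and -0.81 and 0.40 at 90 d, ACTB -0.23 and 0.04, then -0.56 and -0.22, and GAPDH -0.17 and 0.44, then -0.72 and -0.58. At 90 d mast cell and eosinophil genes had a median of 0.52 (adjusted p = 0.043, and 0.918 with an estimated correlation) in the grouping of the tables and 0.06 by the labels (0.12). In the same order, B cell genes stood at -0.11 and 0.00 at 90 d (adjusted p = 0.869 and 0.117). CD4 T helper genes stood at -0.29 and -0.06 (0.281 and 0.171), cytotoxic T and NK cell genes at -0.45 and -0.30 (0.686 and 0.968), dendritic cell genes at -0.43 and 0.33 (0.728 and 0.0613) and inflammatory cytokine and chemokine genes at -0.69 and -0.77 (0.759 and 0.592).

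Oxidative phosphorylation genes at 21 d were lower in EB31 and ED13 in both groupings, and in DN85 the sign depended on the grouping. With fewer epithelial cells in the 21 d preparations as the cause, epithelial genes would have to fall more than these, and in EB31 they stood at -0.24 against -0.37 for oxidative phosphorylation, which counts against it as the test was first set, and which is left open because the gap lies within the quartile range of the members, a margin added later, and because in the grouping of the tables both lists stood at -1.06. Low RNA integrity before infection in EB31 and ED13 stays open by the labels, because DN85, without it there, stood at 0.84, as this explanation needs. The grouping of the tables, which pairs other DN85 arrays, gave DN85 -1.30, which goes the other way. A switch to glycolysis on T cell activation, the paper's explanation, would need higher glycolysis genes where oxidative phosphorylation is lower, and these stood at -0.33 in ED13 and at 0.35 in EB31, and at -0.31 in DN85 in the grouping of the tables, where 2 of 3 animals then count against it as the test was set, and by the labels it stays open. These explanations cannot be told apart with 1 array per animal and time and with the times of DN85 in doubt. An effect of the unequal spread of the arrays was not tested in the grouping of the tables.

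The printed p-values of Tables S1 and S2 were not returned by the arrays grouped by their labels. Another test or scaling of that grouping is argued against, as the highest share returned on a list, over 5 tests or scalings, was 0.244%. A grouping other than the labels' fits, since for each of the 6 lists 1 of 4956 groupings returned at least 99.87% and the next best at most 4.89%. A mislabelled deposit and arrays exchanged in the tables remain candidate explanations that these values do not part, because both leave the same 3 DN85 arrays at other times. RNA integrity, which is lowest in EB31 and ED13 before infection, does not settle it, with a 3' to 5' difference in actin of 0.73 in the DN85 array labelled before infection, 2.44 in that labelled 21 d and 0.42 in that labelled 90 d.

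In a test set with the counts as deposited already seen, quantile normalization left 46.5% of probe sets past the criterion lower at 21 d by the labels and 54.1% at 90 d, against 78.5% and 77.3% as deposited. By giving all arrays a common distribution it also centers the changes, with a median over all probe sets of -0.013 and -0.025. A near-even share follows from that centering, so the shares do not decide the cause of the deposited ones.

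For the fits of 6 arrays, 3 against 3 make 10 splits, so no share under 0.05 can be had. For genes changed the real count was 0, which all 10 splits reach by construction in each comparison (highest other 1 at 21 d, 9234 at 90 d and 2084 between the times), and the splits with 9234 and 2084 set both DN85 arrays with 1 ED13 array against both EB31 arrays with the other. With the animal as a block they rest on the 2 ED13 arrays alone, and point to a structure of the samples in which these stand far apart. For probe sets past the criterion, 3, 4 and 3 splits reached the real 5477, 2547 and 3151 (highest other 12778, 20841 and 10711). For gene lists called, 9, 3 and 1 splits reached the real 6, 11 and 13 (highest other 12, 11 and 11). Among the splits that part the arrays of all 3 animals the highest other counts under the criterion were 2497, 3532 and 2465.

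Probe sets of the sheets of Tables S1 and S2 ran in the tables' direction by the labels for 91.9% (higher) and 95.8% (lower) at 21 d, 86.1% and 82.9% at 90 d, and 86.1% and 77.7% between the times, where ED13 carries the same times in both groupings, EB31 its first 2 and DN85 none. Over all probe sets these shares were 34.9% and 65.1%, 39.8% and 60.2%, and 53.6% and 46.4%. The groupings share most arrays and the listed probe sets were chosen in one of them, so high shares can arise without a true change.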
